# Loss of CFTR function in macrophages alters the cell transcriptional program and delays lung resolution of inflammation

**DOI:** 10.3389/fimmu.2023.1242381

**Published:** 2023-11-16

**Authors:** Dianne Wellems, Yawen Hu, Scott Jennings, Guoshun Wang

**Keywords:** cystic fibrosis, CFTR, macrophage-specific CF mouse model, lung infection and inflammation, single-cell RNA sequencing

## Abstract

Cystic fibrosis (CF) is an autosomal recessive genetic disorder caused by mutations in the CF Transmembrane-conductance Regulator (CFTR) gene. The most severe pathologies of CF occur in the lung, manifesting as chronic bacterial infection, persistent neutrophilic inflammation, and mucopurulent airway obstruction. Despite increasing knowledge of the CF primary defect and the resulting clinical sequelae, the relationship between the CFTR loss of function and the neutrophilic inflammation remains incompletely understood. Here, we report that loss of CFTR function in macrophages causes extended lung inflammation. After intratracheal inoculation with *Pseudomonas aeruginosa*, mice with a macrophage-specific *Cftr*-knockout (Mac-CF) were able to mount an effective host defense to clear the bacterial infection. However, three days post-inoculation, Mac-CF lungs demonstrated significantly more neutrophil infiltration and higher levels of inflammatory cytokines, suggesting that Mac-CF mice had a slower resolution of inflammation. Single-cell RNA sequencing revealed that absence of CFTR in the macrophages altered the cell transcriptional program, affecting the cell inflammatory and immune responses, antioxidant system, and mitochondrial respiration. Thus, loss of CFTR function in macrophages influences cell homeostasis, leading to a dysregulated cellular response to infection that may exacerbate CF lung disease.

## 1 Introduction

The cystic fibrosis transmembrane-conductance regulator gene (*CFTR)* encodes a cAMP-activated chloride and bicarbonate channel (1–4). Its dysfunction leads to clinical cystic fibrosis (CF), an autosomal recessive genetic disorder that affects 1/~3000 live births in the US and ~100,000 individuals worldwide (5). CF is a systemic disease that affects many organs and systems, including the lung, gastrointestinal tract, pancreas, hepatobiliary system, reproductive system, and sweat gland. However, most life-threatening complications occur in the lung and present as chronic bacterial infections, persistent neutrophilic inflammation, and small airway obstruction (6, 7). Strikingly, 60 to 80% of CF lungs are colonized by two opportunistic bacterial pathogens, *Pseudomonas aeruginosa* (PsA) and *Staphylococcus aureus* (8, 9). *Staphylococcus aureus* is often one of the first bacteria detected in the sputum of children; however, by around 24-35 years of age, PsA becomes the dominant bacterial pathogen (9–11). Unfortunately, PsA in the sputum has been associated with a decline in lung function and a worse prognosis (12–14). Previous studies have demonstrated that the absence of functional CFTR in airway epithelial cells compromises lung mucociliary clearance, resulting in an inability to clear bacteria [Reviewed in (15)]. As the host lung defense against infection requires a collaborative action between intrinsic pulmonary elements and mobilized immune factors, how the CF immune system contributes to the CF lung disease has not been completely defined.

Upon microbial challenge, a healthy lung effectively mobilizes immune cells for defense. Lung-resident alveolar macrophages (AM) are yolk-sac-derived, populate during embryonic hematopoiesis, and serve as the sentinel cells to rally marrow-derived immune cells through the secretion of pro-inflammatory cytokines/chemokines (16). Neutrophils are the first recruited immune cells tasked with containment and degradation of the invading microbes. Following neutrophils, circulating monocytes arrive at the lung and differentiate into monocyte-derived macrophages (MDM) to aid the anti-microbial battle and to clear consumed neutrophils and other apoptotic cells through efferocytosis (17). CFTR dysfunction affects these innate immune cells. Neutrophils from CF patients are deficient in phagosomal chloride transport and hypochlorous acid production, which leads to defective microbial killing (18–20), among other abnormalities [Reviewed in (21)]. Macrophages from CF patients have also shown intrinsic defects in metabolism, efferocytosis, inflammatory pathways, and response to pathogens (22–26).

Using a pan-*Cftr*-knockout (KO) mouse model, Bruscia et al. demonstrated that CF lungs are hyper-inflammatory after LPS challenge. Additionally, CF macrophages, isolated from the challenged lungs or derived from the bone marrow, produce significantly more inflammatory cytokines (27, 28). Bonfield and colleagues documented that myeloid lineage-specific *Cftr*-knockout (KO) mice have a slower resolution of inflammation and infection (29). Our previous investigations confirmed these findings, demonstrating that CFTR loss of function in neutrophils and monocytes/macrophages leads to a defective lung bacterial clearance (30) and prolonged neutrophilic inflammation (31). As neutrophils and macrophages have many overlapping functions, the distinct role of macrophages in the compromised lung defense has yet to be clearly delineated.

In the current study, we generated a novel macrophage-specific *Cftr*-KO (Mac-CF) mouse model. The Mac-CF mice and their congenic control (Ctrl) were intratracheally challenged with PsA, and their lung responses were examined and compared. Single-cell RNA sequencing (scRNA-seq) was performed to reveal potential differences in immune landscaping in the Mac-CF and Ctrl lungs. Gene signatures of Mac-CF and Ctrl macrophages in the bacteria-challenged lungs were also identified. The obtained data suggest that CFTR loss of function in macrophages does not affect lung bacterial clearance but affects lung resolution of inflammation. This dysregulated response by the CF macrophages was found to be associated with alterations in their transcriptional program.

## 2 Materials and methods

### 2.1 Reagent and resource availability

This study generated a macrophage-specific CF mouse model, which will be available to the research community under a standard inter-institutional transfer agreement. Reagent and resource information is provided in **Supplementary Table 1**. Inquiries and requests should be directed to the lead correspondent, Guoshun Wang ().

### 2.2 Animals and ethics of animal use

The macrophage-specific *Cftr*-KO (Mac-CF) mouse line was established by breeding *Cftr-*exon-10-floxed (*Cftr* ^fl10/fl10^) mice (32) with Cx3cr1^cre/+^ mice (The Jackson laboratory) (33), as outlined in the schematic (**Supplementary Figure 1A**). Mac-CF (*Cftr* ^fl10/fl10^ *Cx3cr1* ^cre/+^) and the sibling congenic control (Ctrl) (*Cftr* ^fl10/fl10^ *Cx3cr1* ^+/+^) mice were screened by PCR using the genotyping primers (**Table 1**). All animals used in the study were age and sex-matched, ranging from 6-12 weeks old. The animals were handled according to the ethical standards set by the Guide for Care and Use of Laboratory Animals of the National Institutes of Health, and approved by the Louisiana State University Health Sciences Center Animal Care and Use Committee.

**Table 1:** PCR primers for validation of CFTR knockout.

Mouse CFTR Genotyping Primers		
	Bases	Sequence (5’ to 3’)
Primer 1	20	GTAGGGGCTCGCTCTTCTTT
Primer 2	20	GTACCCGGCATAATCCAAGA
Primer 3	20	AGCCCCTCGAGGGACCTAAT
Mouse CRE Genotyping Primers		
	Bases	Sequence (5’ to 3’)
Cre-112 F	20	GTCCGTTTGCCGGTCGTCGG
Cre-112 R	20	CAGACCGCGCGCCTGAGGAT

### 2.3 Validation of Mac-CF mouse model

To validate macrophage-specific *Cftr*-exon-10 deletion, 1 ml of a sterile 9% casein PBS solution was injected into the intraperitoneal cavity (i.p.) of Mac-CF mice, followed by peritoneal lavage two days later. The obtained cells were blocked with TruStain FcX™ PLUS (anti-mouse CD16/32) (Biolegend Cat#156604) antibody, and immunostained with either FITC anti-mouse F4/80 antibody (BioLegend; clone BM8, Cat #123108) or FITC IgG Rat Isotype control antibody (Invitrogen eBiosciences Cat#11-4321-80). F4/80-positive and -negative cells were, separately, sorted out by FACS AriaII (BD Biosciences) at LSUHSC Flow Cytometry Core and genotyped by PCR (**Supplementary Figure 1B**).

### 2.4 Lung bacterial challenge, bronchoalveolar lavage fluid (BALF) collection and tests

*Pseudomonas aeruginosa* (PsA), a clinical isolate with the mucoidal phenotype, were grown aerobically (1:10 media: flask ratio) in Tryptic Soy Broth (TSB) (Sigma; Cat# 22092) for 9 hours at 225 rpm at 37°C. Unless otherwise stated, mice were intratracheally inoculated with 2.0x10^7^ CFU of PsA in 50 μl of PBS. At specified time points (Day 0, 2, 3, or 5 post-inoculation), bronchoalveolar lavage was performed as previously described (30, 31). BALF of each assigned animal was obtained for bacterial quantification, total cell counting, cell differential counting, and inflammatory cytokine measurements. For bacterial survival assessment, each BALF sample was appropriately diluted and plated on tryptic soy agar. Colonies were enumerated after overnight culture at 37°C to calculate the total CFU. Total BALF cell counts were obtained by a Cellometer K2 (Nexcelom) with AOPI staining (Nexcelom, Cat# CS2-0106). For cell differential counting, BALF cells were cytospun onto a microscopic slide, fixed, and stained with the Harleco Hemacolor Stain Set (Sigma; Cat #65044-93). The slides were examined by microscopy. At least 200 nucleated cells in randomly selected views of each slide were counted for neutrophils, macrophages, and lymphocytes. For cytokine measurements, IL-6, TNF-α, MIP-2, IL-1β, and KC were quantified using DuoSet Mouse ELISA kits (R&D Biosystems, BioTechne Cat# DY-406, 410, 452, 401, 453, respectively) according to the manufacturer’s recommendations.

### 2.5 Lung histology

Mouse lungs assigned for histology were isolated and inflated with 1 ml of 4% paraformaldehyde in PBS for fixation. The fixed lung tissues were sent for paraffin embedding, slicing, and H&E staining at the LSUHSC Cell Morphology Core. Slides were then examined microscopically.

### 2.6 Differentiation, confirmation, and LPS-stimulation of bone marrow-derived macrophages (BMDM)

According to the published protocol (34–37), mouse bone marrows were extracted from femur and tibia bones. After passing through a 70-micron strainer, the cells were re-suspended in DMEM (Gibco, Cat#11965-092) supplemented with 10% FBS, 1% antibiotic-antimycotic (Gibco; Cat #15240096), 5 mM GlutaMAX (ThermoFisher; Cat#35050061), and 20% of the conditioned media from L929 cells (ATCC RRID: CVCL_0462). Then, the bone marrow cells were seeded in non-tissue culture petri dishes at approximately 2-3.0x10^5^ cells per ml and cultured for seven days with a media change three days after the initial seeding. To confirm macrophage differentiation, the cells were dissociated by trypsinization and stained with FITC anti-mouse F4/80 antibody, as described above, for flow cytometry. Cell viability, measured via AO/PI staining and cellometer counting, was found to be greater than 94%. To assess cell response to LPS stimulation, BMDM (1x10^5^ live cells) from Mac-CF and Ctrl mice were exposed to 16 μg/ml PsA LPS (Sigma; Cat#L9143) in complete DMEM with 10% heat-inactivated human AB serum (HS) (Sigma; Cat#HS3667). The supernatant was collected at 2, 4, and 8 hours post-LPS stimulation. Cytokine/chemokine levels were assessed by ELISA as described above.

### 2.7 *In vitro* bacterial killing by BMDM

For *in vitro* bacterial killing, BMDM were incubated in Trypsin-EDTA (0.25%) solution (ThermoFisher; Cat# 25200056) to dislodge them from the petri dish. Next, the cells were washed twice with DMEM without any supplements. Then, 2.5x10^5^ BMDM were incubated with human AB serum-opsonized PsA at an MOI of 6 for 30 minutes at 37°C in an end-over-end rotator. To establish the initial phagocytosis, 1/5 of the incubated mixture was sampled and placed in complete DMEM with gentamicin (100 µg/ml) (Sigma Cat# G1914) and left on ice. To the remaining mixture, gentamicin was added, and incubated for another 30 minutes at 37°C in an end-over-end rotator. The non-phagocytosed bacteria and gentamicin were removed by centrifuging (250x *g*, 4°C, 5 minutes) and the pelleted BMDM were washed with PBS before being suspended in complete DMEM. BMDM from the Ctrl and Mac-CF samples were aliquoted into a 24-well cell culture dish and cultured for 1, 3, 10, and 22 hours. At the indicated time, wells were washed with PBS, and cells were dislodged using trypsin and mechanical force and suspended in saponin (5mg/ml) water solution for 10 minutes. BMDM were further lysed by vortexing and centrifuging at 12,000x g for 15 minutes at 4°C. The supernatants were serially diluted, plated onto tryptic soy agar, and cultured overnight at 37°C. Colonies were counted to establish CFU per ml.

### 2.8 ScRNA sequencing – sample collection, cell hashing, library construction and sequencing

Mac-CF and Ctrl mice were intratracheally inoculated with 2.0x10^7^ CFU of PsA in PBS. BAL cells were collected from each mouse at Days 1, 3 and 5 post-inoculation. The same time-point samples from 4 mice of each genotype were equally pooled and submitted for scRNA-seq. Five thousand BAL cells from each genotype per time point were acquired for scRNA-seq using the 10X Genomics platform.

### 2.9 ScRNA-seq data and processing

The primary analyses were performed using 10x Cellranger V.6.1.2, aligning the sequencing reads to the mm10, the mouse transcriptome, and quantification of transcript expressions in each cell. The output files with barcodes, features, and matrix were used for downstream quality control and data analyses, using R programming 4.2.2 and Seurat package version 4.3.0, except where otherwise noted (38–43).

The individual files of Ctrl and Mac-CF data were loaded using the Read10X() function. For quality control, cells containing less than 5% mitochondrial counts and cells having unique features of less than 200 and more than 6000 (nFeature_RNA > 200 & nFeature_RNA < 6000 & percent.mt < 5.0), along with negative and doublet cells were removed from downstream analysis to ensure quality reads. The remaining cells were demultiplexed with HTO_classification, normalized, and scaled using functions: NormalizeDate(), and SCTransform() with method “glmGamPoi” (44, 45).

After quality control, 24,149 high-quality cells were deemed for downstream processing, including 4,752 cells from Day 1_Ctrl group, 4,195 cells from Day 3_Ctrl group, 4,084 cells from Day 5_Ctrl group, 3,961 cells from Day 1_Mac-CF group, 3,687 cells from Day 3_Mac-CF group, and 3,470 cells from Day 5_Mac-CF group. 

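The deposited matrices held 18349 barcodes for Ctrl and 16132 for Mac-CF. After removal of barcodes with 200 genes or fewer, with 6000 genes or more, or with at least 5% mitochondrial UMIs, 15960 Ctrl and 12765 Mac-CF barcodes remained. Hashtag assignment then set aside 1735 doublets and 1194 barcodes without a hashtag in Ctrl, and 1141 and 506 in Mac-CF. The 13031 Ctrl and 11118 Mac-CF cells that were left match the paper's count for each genotype and day. No further doublets were removed, so pairs of cells from the same day stay in the data.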

Then, the Ctrl and Mac-CF data sets were integrated via Harmony package version 0.1.1 (46).

### 2.10 Unsupervised clustering and cell annotation

The integrated dataset was normalized and scaled as described above. The first 30 principal components (PCs) of the integrated dataset were used to compute a Uniform Manifold Approximation and Projection (UMAP) of the cells. The annotation of each cell type was identified against an established mouse immune cell database (ImmGen) by using the package SingleR version 1.10.0 (47, 48), and confirmed by well-known immune cells markers. Notably, *S100a8* and *S100a9* are the markers for neutrophils. *Cd68* is a marker for macrophages and monocytes. *Itgax* and *Siglecf* are the markers for AM. *Ly6c2* is a monocyte marker and expressed in monocyte-derived macrophages. *Cd3e* and *Cd3g* are the markers for T lymphocytes (48–52).

### 2.11 Identification of differentially epressed genes (DEGs) and analysis of gene ontology (GO)

The identification of DEGs was accomplished using the FindMarkers() or FindAllMarkers() function, with a minimum percentage of 0.25, and log_2_ fold-change of 0.5 (logfc.threshold=0.5). The DEGs (p.adj < 0.05, log_2_FC > 0.5) were further separated into upregulated and downregulated genes in the Mac-CF population on days post-inoculation (**Supplementary Data 1** and **2**). Using the R package ClusterProfiler version 4.6.0, the DEGs were enriched and mapped to the Gene Ontology (GO) against the mouse database (org.Mm.eg.db), with a p-adjusted value of less than 0.05 by Bonferroni correction (53–55).

### 2.12 Scoring of biological function

Individual cells were scored for their expression of gene signatures representing certain biological functions (**Supplementary Data 3**). Each functional signature gene set was derived from the Molecular Signatures Database (MSigDB) (56–59), including NADH dehydrogenase activity (GO:0003954), NADH dehydrogenase (quinone) activity (GO:0050136), Glutathione metabolic processes (GO:0006749), Glutathione peroxidase activity (GO:0004602), Glutathione transferase activity (GO:0004364), NRLP1 inflammasome complex (GO:0072558), Positive regulation of IL-1 production (GO:0032732), Superoxide dismutase activity (GO:0004784), and Cellular response to reactive oxygen species (ROS) (GO:0000302). Each signature functional scores reflecting certain gene set activity were calculated by R package: AUCell 1.18.1 (60).

### 2.13 Statistics

Statistical significance was determined using Student’s t-test or two-way ANOVA test with Tukey test. Statistical significance was determined using GraphPad 9 or R programming.

## 3 Results

### 3.1 Macrophage-specific CF mouse model

The Mac-CF mouse line was generated by breeding *Cftr-*exon-10-floxed (*Cftr* ^fl10/fl10^) mice with Cx3cr1^Cre/+^ mice, as depicted (**Supplementary Figure 1A**). To confirm macrophage-specific *Cftr-*exon-10 deletion, peritoneal inflammatory cells from Mac-CF mice, induced by a casein solution injection, were harvested, stained with an F4/80 antibody, and FACS-sorted. PCR genotyping of the sorted cells with the specific primers (**Table 1**) demonstrated that the F4/80-positive cells, but not the negative ones, had specific *Cftr*-exon-10 deletion (**Supplementary Figure 1B**), indicating that the Mac-CF mice had the designed *Cftr*-exon-10 deletion in macrophages alone. Moreover, macrophages, differentiated *in vitro* from Mac-CF and Ctrl mouse bone marrow, were also genotyped by PCR, confirming that *Cftr*-exon-10 deletion only occurred in Mac-CF macrophages (**Supplementary Figure 1C**).

### 3.2 Loss of CFTR in macrophages prolongs lung inflammation after bacterial challenge

To assess how CFTR loss of function in macrophages affects lung defense against bacterial infection, we intratracheally challenged the Mac-CF and Ctrl mice with PsA (2.0x10^7^ CFU). At the outlined time points (**Figure 1A**), assigned animals were sacrificed to assess lung infection and inflammation. Histological examination showed that immediately after bacterial inoculation (Day 0), lungs from both Mac-CF and Ctrl mice had a similar cell density and structural appearance (**Figures 1B, C**). However, three days post-inoculation, the Mac-CF lung demonstrated greater inflammatory cell infiltration (**Figures 1D, E**). To quantify lung infection, bronchoalveolar lavage fluid (BALF) samples were plated on tryptic soy agar and cultured overnight. Colony enumeration revealed that PsA in both Ctrl and Mac-CF lungs were substantially reduced by Day 2, nearly cleared by Day 3, and undetectable by Day 5 post-inoculation. No significant differences were found between the two genotypes at any given time point (**Figure 1F**).

**Figure 1:**
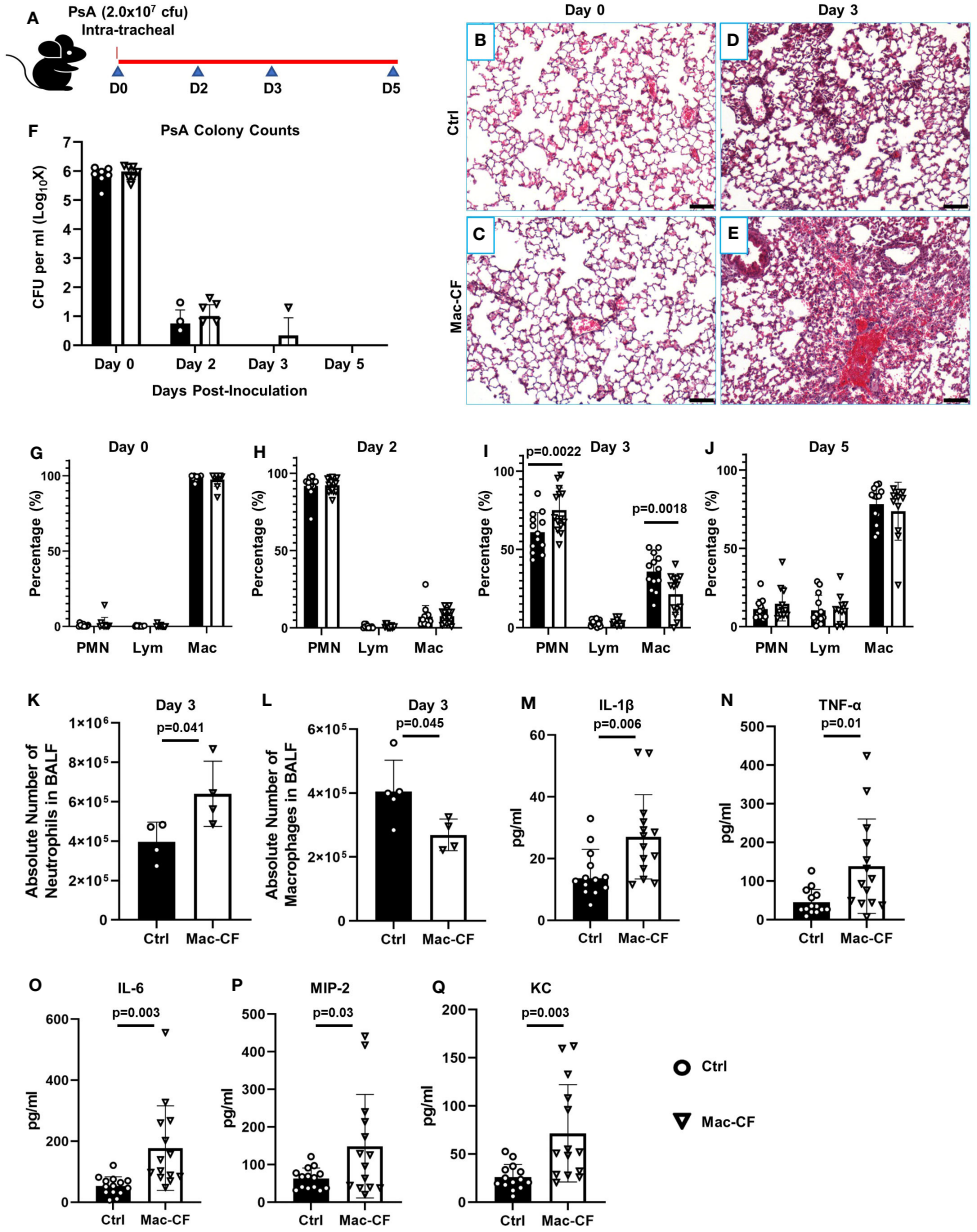
Loss of CFTR in macrophages prolongs lung inflammation after PsA challenge. **(A)** Schematic of experimental design. Mouse lungs, intratracheally challenged with 2.0x10^7^ CFU PsA, were subjected to histological examination and bronchoalveolar lavage at Days 0, 2, 3, and 5 post-inoculation. **(B–E)** Representative H&E images of the lungs from Ctrl and Mac-CF mice at Day 0 and 3 after PsA inoculation. Scale bar (100 μm). **(F)** Lung clearance of PsA. **(G–J)** Cell differential counting of BALF cells from Ctrl and Mac-CF mice at 4 time points. Data were from three independent experiments with a combined total of 12-15 mice per genotype and per time point. Significant differences were only found at the time point of Day 3 post-challenge. Statistical differences were determined by Two-way ANOVA with Tukey test. **(K–L)** Absolute cell number in BALF at Day 3 post-challenge from a representative experiment. **(K)** Total neutrophil number. **(L)** Total macrophage number. Statistical differences were determined by Student’s t-test (n=4-5, p<0.05). **(M–Q)** Quantification of pro-inflammatory cytokines and chemokines in BALF from Day 3 post-challenge by ELISA. Data were from three independent experiments with a combined total of 12-15 mice per genotype and per time point. Statistical differences were determined by Student’s t-test.

We next performed total cell number and cell differential countings of each BALF sample to quantify lung inflammation. Immediately after bacterial inoculation (Day 0), the predominant cells in both Mac-CF and Ctrl lungs were macrophages (**Figure 1G**). However, Day 2 post-inoculation neutrophils became the dominant cell type, accounting for over 90% of the BALF cells (**Figure 1H**). Day 3 post-inoculation Ctrl lungs began to resolve the inflammation, exemplified by a significantly greater percentage of macrophages and a significantly lower percentage of neutrophils. In contrast, Mac-CF lungs in this time remained neutrophil-predominant, indicating a state of prolonged neutrophilic inflammation (**Figure 1I**). The absolute number of neutrophils and macrophages in Mac-CF lungs at Day 3 also confirmed the extended neutrophilic state (**Figures 1K, L**).

We further evaluated if the prolonged neutrophilic inflammation in Mac-CF lungs had any correlation with increases in proinflammatory cytokines/chemokines. The levels of IL-1β, TNF-α, IL-6, MIP-2, and KC in the BALF were measured by ELISA. None of these cytokines/chemokines had any significant difference between the genotypes at all time-points except Day 3 (**Figures 1M–Q**). Mac-CF lungs had significantly higher levels of IL-1β, TNF-α, IL-6, MIP-2 and KC than the Ctrl lungs.

Taken together, the data indicate that Mac-CF lungs were capable of mounting an effective anti-bacterial response. Despite no difference in bacterial clearance, 3 days post-inoculation, Mac-CF lungs had significantly more neutrophil infiltration and cytokine/chemokine production. This suggests that loss of CFTR function in macrophages resulted in a prolonged inflammatory response to the bacterial challenge.

### 3.3 Bone marrow-differentiated macrophages (BMDM) from Mac-CF mice produce more cytokines/chemokines and exhibit decreased bactericidal ability

We posited that the excessive cytokines/chemokines observed in the Mac-CF lungs might be contributed by CF macrophages. To test this, bone marrow cells from Ctrl and Mac-CF mice were harvested and differentiated into respective mature macrophages, as outlined (**Supplementary Figure 2A**). F4/80 antibody staining phenotypically confirmed the differentiation (**Supplementary Figure 2B**). Then, the obtained BMDM were stimulated with PsA-LPS for 2, 4, and 8 hours, and cytokine/chemokine levels in the culture media were measured. While both Ctrl and Mac-CF macrophages had a time-dependent increase in cytokine/chemokine production, the Mac-CF cells secreted significantly more IL-6, MIP-2, and TNF-α at 8 hours post-LPS stimulation (**Supplementary Figures 2C–F**). Thus, we conclude that *Cftr-*exon-10 deletion in macrophages rendered the cell hyper-responsive to stimulation, producing significantly more proinflammatory cytokines/chemokines.

The *in vivo* observation that Mac-CF and Ctrl lungs had a comparable bacterial load prompted us to compare the bacterial killing capacity of Mac-CF and Ctrl macrophages *in vitro*. The BMDM derived from Mac-CF and Ctrl mice were exposed to human AB serum-opsonized PsA at a multiplicity of infection (MOI) of 6. Rates of phagocytosis were determined 30 minutes after the exposure, showing no significant difference between the two genotypes (**Supplementary Figure 2G**). However, Mac-CF BMDM had a significantly higher intracellular bacterial burden 22 hours post-PsA exposure than the Ctrl counterparts (**Supplementary Figure 2H**), indicating a bacterial killing defect in the CF macrophages *in vitro*.

### 3.4 Loss of CFTR in macrophages alters the lung immune cell landscape upon bacterial challenge

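BALF cells were pooled from 4 mice per genotype and day, the cells of each day were marked with a hashtag antibody, and the 3 days of a genotype were captured together, so that each genotype is 1 gene expression library with 1 hashtag library. The authors aligned the reads with Cell Ranger and deposited UMI counts per gene and barcode. In the paper these counts were normalized with SCTransform, integrated with Harmony and annotated with SingleR. For the values given here, hashtags were called with HTODemux, the kept cells of both genotypes were clustered together, and clusters were named by marker genes of each cell type. The cell types are therefore rebuilt and are not the authors' labels. UMIs were summed over all cells of a type, and the genotypes were compared by the log2 ratio of Mac-CF over Ctrl in UMIs scaled to the total of each profile (CPM), with an exact 95% interval that covers counting error only. Median UMIs per cell ranged from 2446 on Day 1 to 5838 on Day 5 in Ctrl, and from 2541 to 4978 in Mac-CF. Cftr, the deleted gene, had 1 UMI in Ctrl MDM and 1 in Mac-CF MDM at Day 3 and 0 in AM, and UMIs read from the end of the transcript would not register the loss of exon 10. Cx3cr1, whose locus carries the Cre gene in Mac-CF mice, had a log2 ratio of -0.92 (-1.13 to -0.72) in MDM at Day 3 and -0.82 (-1.03 to -0.62) at Day 5. With 1 pool per genotype and day no test within a day was possible, and each difference between genotypes is also a difference between libraries. Over all cells at Day 3, Xist, the transcript of the inactive X chromosome, had a log2 ratio of 0.87. The Y-linked gene Ddx3y had -0.64, so the sexes may not be balanced between the pools of that day.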

ScRNA-seq was employed to cluster the BALF immune cells from Ctrl and Mac-CF mouse lungs at Day 1, 3, and 5 post-PsA inoculation. The obtained transcripts were aligned with an established mouse immune cell database published by the Immunological Genome Project (ImmGen) (47, 48). Uniform Manifold Approximation and Projection (UMAP) of all BALF samples revealed seven distinct clusters of cells (**Figure 2A**): neutrophils (PMN), monocyte-derived macrophages (MDM), alveolar macrophages (AM), T lymphocytes (T cell), dendritic cells (DC), B lymphocytes (B cell), and red blood cells (RBC). Moreover, UMAP plotted by genotypes demonstrated an overlapping projection pattern (**Figure 2B**), and UMAP by time points showed dynamic changes of the immune cells in the lungs. 

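The 24149 cells fell into 28 clusters. S100a8 and S100a9 were among the leading genes of the largest PMN cluster, and Cxcl2 and Ccrl2 led another PMN cluster. Cd3g, Cd3d and Trbc2 were among those of the largest T cell cluster, and C1qa and C1qb among those of each MDM cluster. In the AM clusters the leading genes were Lpl, Marco, Krt79 and Ear2. The DC clusters held 214 cells led by Fscn1 and Ccr7 and 23 cells led by Siglech. Cd79a and Igkc marked 199 B cells, and Hbb-bt and Alas2 marked 52 RBC. A cluster of 386 cells led by Gzma and Ncr1 was named NK cells, and 23 cells with Scgb1a1 and Sftpd were named epithelial.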

PMN decreased with time, while MDM, AM, and T cells increased (**Figure 2C**). 

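PMN fell from 4586 of 4752 Ctrl cells at Day 1 to 2188 of 4195 at Day 3 and 980 of 4084 at Day 5. In Mac-CF there were 3813 PMN among 3961 cells at Day 1, 2735 among 3687 at Day 3 and 696 among 3470 at Day 5. MDM numbered 69, 731 and 1263 on these days in Ctrl and 46, 383 and 534 in Mac-CF. For AM the counts were 43, 373 and 468 in Ctrl and 35, 110 and 224 in Mac-CF. T and NK cells, counted together, numbered 44, 839 and 1181 in Ctrl and 40, 410 and 1847 in Mac-CF.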

Heatmap shows the top 5 differentially expressed genes (DEGs) of each cell type (**Figure 2D**), representing their signature genes. Moreover, Day 1 post-inoculation over 90% of the BALF cells were PMN in both genotypes (**Figure 2E**). 

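PMN made up 96.5% of the Ctrl cells at Day 1 (95% binomial interval 95.9% to 97.0%) and 96.3% of the Mac-CF cells. The difference was smaller than the counting error.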

At Day 3 post-inoculation neutrophils reduced to ~50% in Ctrl BALF and ~75% in Mac-CF BALF, and on Day 5 post-inoculation the percentages of neutrophils were further lowered to ~20% for both genotypes (**Figure 2E**). These single cell-clustering data confirmed the cell differential counting data obtained by conventional microscopic assessment (**Figures 1I, J**).

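At Day 3 PMN were 52.2% of Ctrl and 74.2% of Mac-CF cells, a log2 ratio of 0.51 (0.43 to 0.59). At Day 5 they were 24.0% of Ctrl and 20.1% of Mac-CF cells, with a log2 ratio of -0.26 (-0.40 to -0.12). Under the margin rule for hashtags the Day 5 ratio was -0.11 (-0.24 to 0.03), within counting error, while without the mitochondrial limit it was -0.49, so the size of the Day 5 difference depends on the processing. The intervals do not cover the variation between mice, which the shares of the pools do not show.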

**Figure 2:**
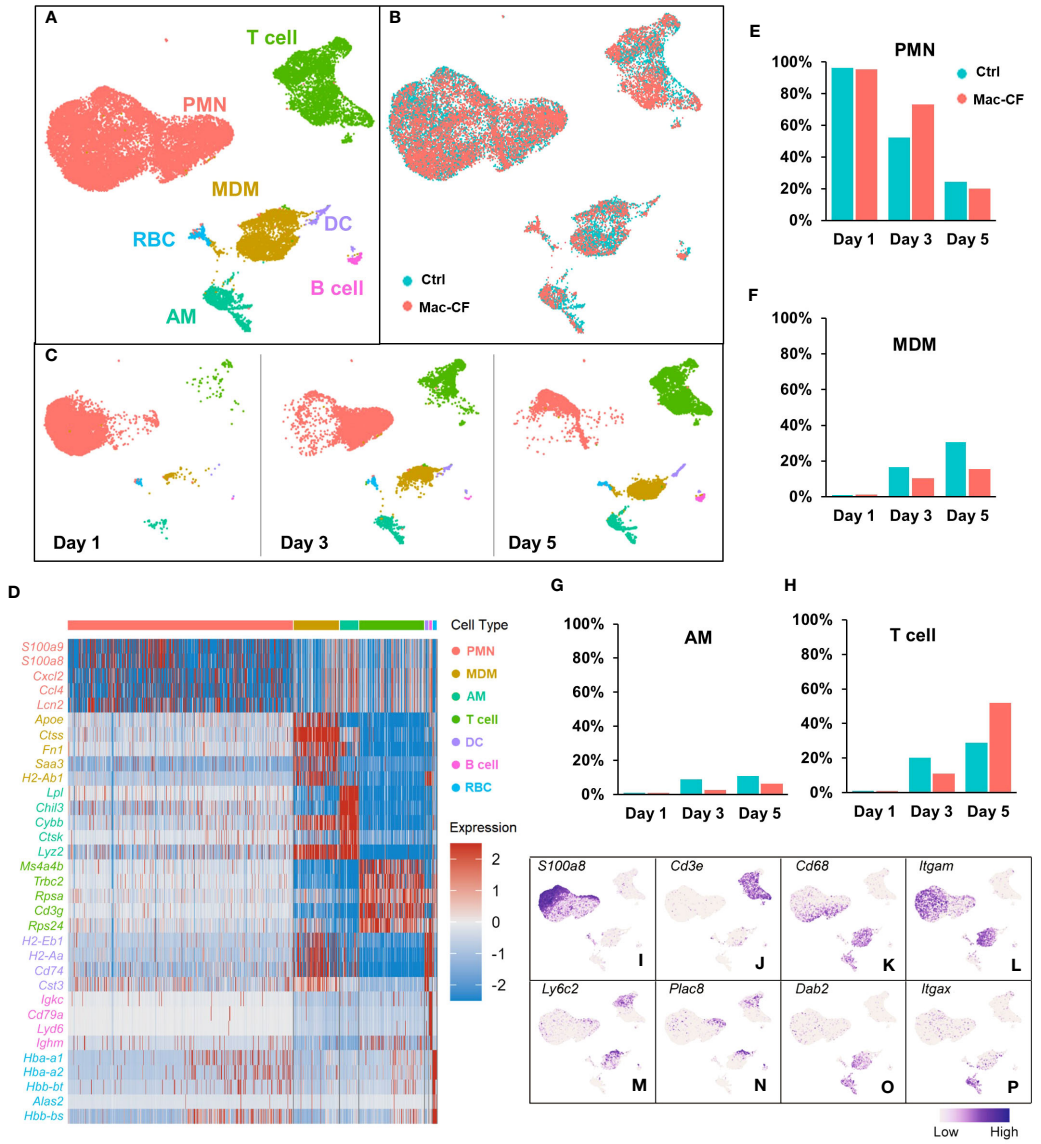
Atlas of the BAL cells from Ctrl and Mac-CF mice. **(A–C)** Cell clustering of BAL cells from Ctrl and Mac-CF mice via Uniform Manifold Approximation and Projection (UMAP) by: **(A)** Cell types; **(B)** Genotypes; **(C)** Time points. **(D)** Heatmap of top 5 differentially expressed genes (DEGs) within each cell type. **(E–H)** Percentages of major cell types in BALF from each genotype at different time points: **(E)** Neutrophils (PMN); **(F)** Monocyte derived macrophages (MDM); **(G)** Alveolar macrophages (AM); **(H)** T cells. **(I–P)** Feature plots of cell specific marker genes in the BAL cells.

Macrophages (MDM and AM) also exhibited different dynamics between the genotypes. Day 1 post-inoculation, AM and MDM were low (~1%) in both Ctrl and Mac-CF BALF (**Figures 2F, G**). However, Day 3 post-inoculation, the composition of MDM in Ctrl and Mac-CF BALF increased to ~17% and ~10%, respectively, and AM to ~9% and ~3% (**Figures 2F, G** **).** At Day 5 post-inoculation, MDM in Ctrl BALF accounted for ~31% and only ~16% in Mac-CF. 

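MDM were 1.45% of Ctrl and 1.16% of Mac-CF cells at Day 1. AM were 0.905% and 0.884%. Neither difference exceeded the counting error.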

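Of all cells at Day 3, MDM were 17.4% in Ctrl and 10.4% in Mac-CF, a log2 ratio of -0.75 (-0.93 to -0.57), which the margin rule moved to -0.43. AM were 8.89% in Ctrl and 2.98% in Mac-CF, with a log2 ratio of -1.58 (-1.90 to -1.26). The limit of 5% mitochondrial UMIs removed 27.4% of Ctrl and 52.9% of Mac-CF AM at Day 3, and at 10% their log2 ratio was -0.95. At Day 5 the MDM share was 30.9% in Ctrl and 15.4% in Mac-CF, a log2 ratio of -1.01 (-1.16 to -0.86), but the limit removed 13.4% of Ctrl and 35.2% of Mac-CF MDM, and at 10% it was -0.67. Among Day 5 MDM, a cluster in which the T cell gene Cd3g reached 264 CPM, against 6.86 in the largest MDM cluster of that day, held 17.0% of the Ctrl and 43.6% of the Mac-CF cells.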

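AM, the resident phagocytes of the alveoli, formed 11.5% of Ctrl and 6.46% of Mac-CF cells at Day 5, a log2 ratio of -0.83 (-1.06 to -0.60). The limit of 5% mitochondrial UMIs removed 48.5% of the cells named AM in Ctrl and 68.7% of those in Mac-CF on that day. With the limit at 10% the log2 ratio of the AM shares was -0.35 (-0.51 to -0.20).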

AM in Ctrl BALF comprised ~11% and merely ~6% in Mac-CF (**Figures 2F, G**). Both MDM and AM had a slower increase in Mac-CF lungs than in Ctrl lungs. 

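MDM and AM shares depend on how many PMN are present. Of the cells other than PMN at Day 3, MDM were 36.4% (34.3% to 38.6%) in Ctrl and 40.2% (37.1% to 43.4%) in Mac-CF, so MDM were not lower among these cells in Mac-CF. AM were 18.6% of them in Ctrl and 11.6% in Mac-CF. At Day 5 MDM were 40.7% of the cells other than PMN in Ctrl and 19.3% in Mac-CF, and AM were 15.1% and 8.07%.

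**Figure D1:**
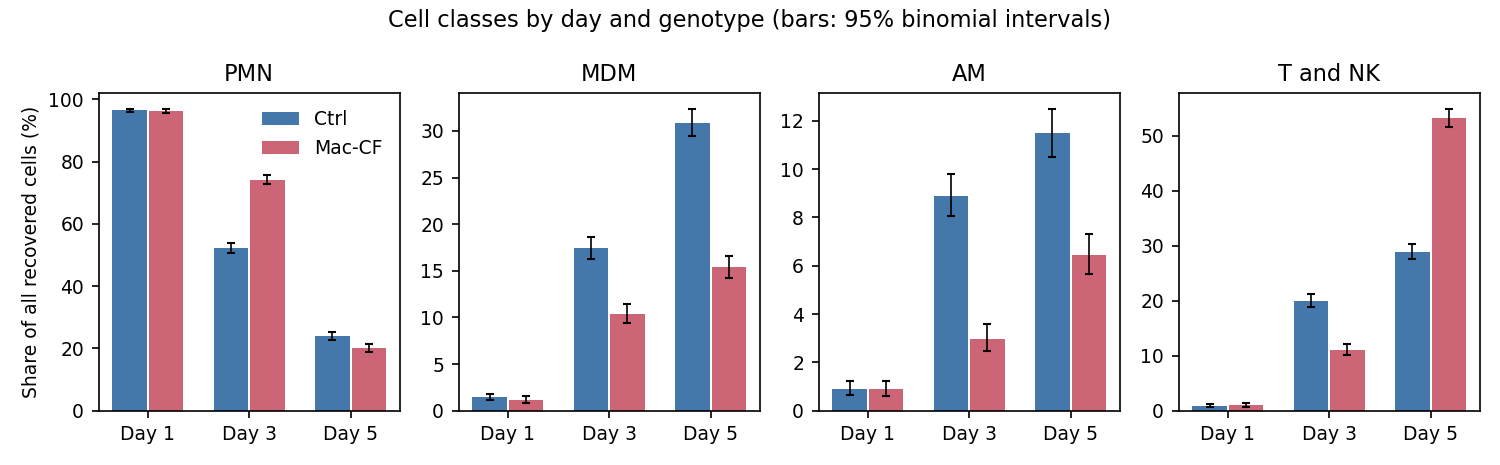
Share of all recovered cells by class, day and genotype; each bar is 1 pool of 4 mice, the y axis gives percent, and error bars are 95% binomial intervals. MDM reach 30.9% in Ctrl and 15.4% in Mac-CF at Day 5.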

Interestingly, the percentage of T cells had markedly increased in the Mac-CF Day 5 post-inoculation (**Figure 2H**).

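T and NK cells together made up 28.9% of Ctrl and 53.2% of Mac-CF cells at Day 5, a log2 ratio of 0.88 (0.77 to 0.99). Their order was the opposite at Day 3, with 20.0% in Ctrl and 11.1% in Mac-CF (log2 ratio -0.85, and -0.53 under the margin rule). Of the cells other than PMN on that day, they were 41.8% (39.6% to 44.0%) in Ctrl and 43.1% (39.9% to 46.3%) in Mac-CF. T and NK cells were thus not lower among these cells at Day 3, while at Day 5 they were 38.0% and 66.6%. T cells alone numbered 1132 in Ctrl and 1777 in Mac-CF at Day 5, and NK cells 49 and 70. The 4 genes of the Y chromosome measured had log2 ratios of 0.98 to 1.35 in T cells at Day 5, against -0.40 to 0.22 in MDM. The mice of a pool may thus not have contributed alike to each cell type.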

Feature plots marked the expression of signature marker genes for each type of immune cell. 

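S100a8, which encodes a subunit of the neutrophil protein calprotectin, had 23977 CPM in Ctrl PMN and 12850 in Mac-CF PMN at Day 1. In T cells at Day 5 it had 403 and 223 CPM, and in AM 379 and 203. These lower values give the level that neutrophil RNA, whether free or from doublets, reaches in cells that should lack the gene. Cd3g, a CD3 subunit of the T cell receptor complex, had 1061 CPM in the largest T cell cluster and 14.2 in a PMN cluster of 3810 cells.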

As expected, *S100a8* was predominantly expressed in the PMN population (**Figure 2I**), and *Cd3e* predominantly in the T cell population (**Figure 2J**). Previous publications have defined classical monocytes as *Cd68* ^+^ *Cd11b (Itgam)* ^+^ *Ly6c* ^+^ *Plac8* ^+^ *Dab2* ^-^ and mature macrophages as *Cd68* ^+^ *Cd11b* ^+^ *Ly6c* ^-^ *Plac8* ^-^ *Dab2* ^+^ (61–65). Intriguingly, we observed that *Plac8* and *Ly6c2* expressions were largely restricted to the upper area of the plotted MDM population (**Figures 2M, N**), while *Dab2* expression was mainly limited to the lower area of the same population (**Figure 2O**). Thus, MDM in the bacteria-challenged lungs had a progressive maturation from *Ly6c* ^+^ *Plac8* ^+^ *Dab2* ^-^ (a more monocyte-like MDM) to *Ly6c* ^-^ *Plac8* ^-^ *Dab2* ^+^ (a fully mature MDM). Moreover, the AM population displayed *Cd68^+^Cd11b(Itgam)^-^Cd11c(Itgax)^+^Dab2^+^* (**Figures 2K, L, O, P**), as previously published (61, 63–66). These signature genes, tabulated in **Table 2**, will be used to discern MDM from AM for further analyses.

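Ly6c2 and Plac8 separated the MDM clusters. In the cluster that held the Day 1 MDM and most Day 3 MDM, Ly6c2 had 2101 CPM, Plac8 743 and Dab2 159. In the largest cluster of Day 5 MDM, Ly6c2 had 465, Plac8 18.5 and Dab2 263. Itgam was at 447 and 579 CPM and Cd68 at 548 and 617, so both clusters kept the shared markers.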

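All 69 Ctrl and 46 Mac-CF MDM of Day 1 lay in the cluster with high Ly6c2 and Plac8. At Day 3 it held 94.4% of Ctrl and 91.9% of Mac-CF MDM, and at Day 5 1.11% and 1.31%. The Day 5 MDM thus had the profile low in Plac8 and high in Dab2 in both genotypes. Ly6c2 was lower in this profile but not absent, and S100a8, a neutrophil gene, was at 427 CPM in its largest cluster.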

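Itgax, which encodes CD11c, had 255 to 416 CPM in the 3 AM clusters, against 61.5 to 95.3 in the MDM clusters. Itgam, which encodes CD11b, had 87.6 to 143 in AM and 428 to 579 in MDM. Dab2 was at 345 to 384 in AM and Cd68 at 355 to 514. The AM cluster with Ccna2 among its leading genes held cycling cells, among them 33.0% of Ctrl and 48.2% of Mac-CF AM at Day 3.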

**Table 2:** Gene markers for macrophage identification.

Cell Type	Expression Markers	Reference
Immature monocyte-derived macrophages	*Cd68^+^Cd11b(Itgam)^+^Ly6c^+^Plac8^+^Dab2^-^*	(61–65)
Mature monocyte-derived macrophage	*Cd68^+^Cd11b(Itgam)^+^Ly6c^-^Plac8^-^ Dab2^+^*	
Alveolar macrophage	*Cd68^+^Cd11b^-^Cd11c(Itgax)^+^Dab2^+^*	(61, 63–66)

### 3.5 CFTR loss of function in macrophages alters the cell transcriptional program

As *Cftr*-exon-10 deletion in our Mac-CF mice was only limited to the macrophage lineages, we thus focused our following analyses on MDM and AM. Cell clustering analysis indicated that MDM was projected as a unique population in the general UMAP (**Figure 3A**). We then extracted the MDM data and plotted them in separate UMAP by either genotypes (**Figure 3B**) or time points (**Figure 3C**). Projection patterns by genotypes overlapped; however, when plotted by days post-inoculation, the UMAP revealed distinct projection patterns. Venn diagrams depicted the common and unique genes of Ctrl and Mac-CF MDM at different time points. 

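Counting genes with any UMI in the summed cells, Ctrl MDM alone had 1779 genes at Day 3, Mac-CF MDM alone 723, and 13919 were shared. At Day 5 the numbers were 1666, 740 and 14520. Ctrl MDM had more cells and 20867407 UMIs against 8430888 in Mac-CF at Day 5. With equal UMIs drawn from both genotypes, 901 genes were read in Ctrl MDM alone and 1366 in Mac-CF MDM alone at Day 5, and 1181 and 1085 at Day 3. At a mean of more than 1 UMI per cell, 109 genes were found in Ctrl alone, 346 in Mac-CF alone and 2217 in both at Day 5.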

Despite sharing most of the expressing genes, the two genotypes had 5-10% of gene expressions unique to each genotype (**Figures 3D-F**). Top 10 DEGs of Ctrl and Mac-CF MDM at each time point were plotted in dot plot (**Figure 3G**). 

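Genes were ranked by the smaller absolute log2 ratio of Day 3 and Day 5. Among MDM genes with at least 100 UMIs on both days, the mitochondrial mRNAs mt-Atp8 (2.31 and 2.23) and mt-Nd6 (2.77 and 2.11) were highest in Mac-CF, followed by the hemoglobin mRNAs and the linker histone Hist1h1e (1.96 and 1.78). Several of them were also among the highest genes listed for PMN and T cells. These were mt-Nd6 (1.78 and 1.68), Hbb-bt (2.11 and 6.10) and Hbb-bs (1.57 and 3.91) in T cells, and Hist1h1e (2.13 and 1.07) in PMN. The lists for PMN and T cells were shorter than that for MDM. They do not hold mt-Atp8, which leaves its ratio in those cells open. In AM, mt-Atp8 was among the highest genes listed (2.55 and 2.72 at Days 3 and 5). Lowest in MDM was Ccl8, a chemokine for monocytes and T cells (-1.80 and -1.53). Mt2, a metallothionein, had -0.97 and -1.60, and Ltc4s, the last enzyme of leukotriene C4 synthesis, had -1.02 and -0.80. Hemoglobin mRNAs are made in red blood cells, and how they came into MDM was not tested.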

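Il1a, which encodes the cytokine IL-1α, was higher in Mac-CF MDM at Day 1 (log2 ratio 0.61, interval 0.48 to 0.73) and Day 3 (0.48, 0.32 to 0.63), and did not differ beyond counting error at Day 5 (-0.21, -0.46 to 0.05). Ccl6 had log2 ratios of 0.79, 0.48 and -0.06 at Days 1, 3 and 5, the last turning to 0.15 when the MDM clusters weighed alike in both genotypes. Tnf had 0.24 (0.07 to 0.41) at Day 1 and -0.19 (-0.33 to -0.05) at Day 3, and its Day 1 value turned to -0.14 with cells thinned to 3000 UMIs. Malt1, a paracaspase of NF-κB signaling, was higher on each day (0.92, 0.75 and 0.78). Genes with transcripts over 6000 bases had medians of 0.27, 0.27 and 0.41 in MDM on these days. Malt1 is not given here against genes of similar length. The interferon-induced genes Ifi209 (0.86 and 0.90), Slfn5 (0.37 and 0.43), Gbp2 (0.46 and 0.47) and Ifit2 (0.70 and 0.44) were higher at Days 3 and 5, with Gbp2 and Ifit2 at Day 5 turning to -0.15 and -0.22 in thinned cells. These genes were named by the paper from the same samples.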

When compared to Ctrl MDM, the most significantly upregulated genes in Mac-CF MDM at one or more time points were found to relate to 1) inflammatory cytokines/chemokines (*IL-1α*, *Tnf*, and *Ccl6*), 2) immunity (*Malt1*, *Stat1*, *Ifi209*, *Slfn5*, *Gbp2*, and *Ifit2*), and 3) mitochondrial oxidative phosphorylation (*mt-ND2, 4, 4L, 5, mt-Co1* and *mt-Atp6*) (**Figure 3H**). 

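The 13 mRNAs encoded by mitochondrial DNA had a median log2 ratio in MDM of 0.56 (0.51 to 0.61) at Day 1, over 12 of them with at least 20 UMIs, of 0.81 (0.79 to 0.83) at Day 3 and of 0.45 (0.43 to 0.46) at Day 5. Each median was above 100% of 10000 random lists of genes of similar expression. The complex I subunit mRNAs mt-Nd4l (1.17, 1.96 and 1.58 at Days 1, 3 and 5) and mt-Nd5 (1.13, 1.53 and 1.40) had larger ratios than mt-Nd2 (0.84, 0.97 and 0.53) and mt-Nd4 (0.70, 0.90 and 0.41). mt-Co1, a subunit of cytochrome c oxidase, had 0.62, 0.73 and 0.53, and mt-Atp6, a subunit of ATP synthase, 0.43, 0.79 and 0.45. In PMN and T cells, outside the macrophage lineages, the median was 0.72 and 0.18 at Day 1, 0.24 and 0.35 at Day 3 and 0.46 and 0.26 at Day 5. With TMM scaling the MDM median at Day 5 was 0.24, and the scaling shift of that day was -0.02 in PMN and -0.11 in T cells.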

Notably, the mitochondrial genes in Mac-CF MDM were upregulated from Day 1 post-PsA challenge and remained higher than Ctrl MDM on the later time points post-inoculation (**Figures 3G, H**).

**Figure 3:**
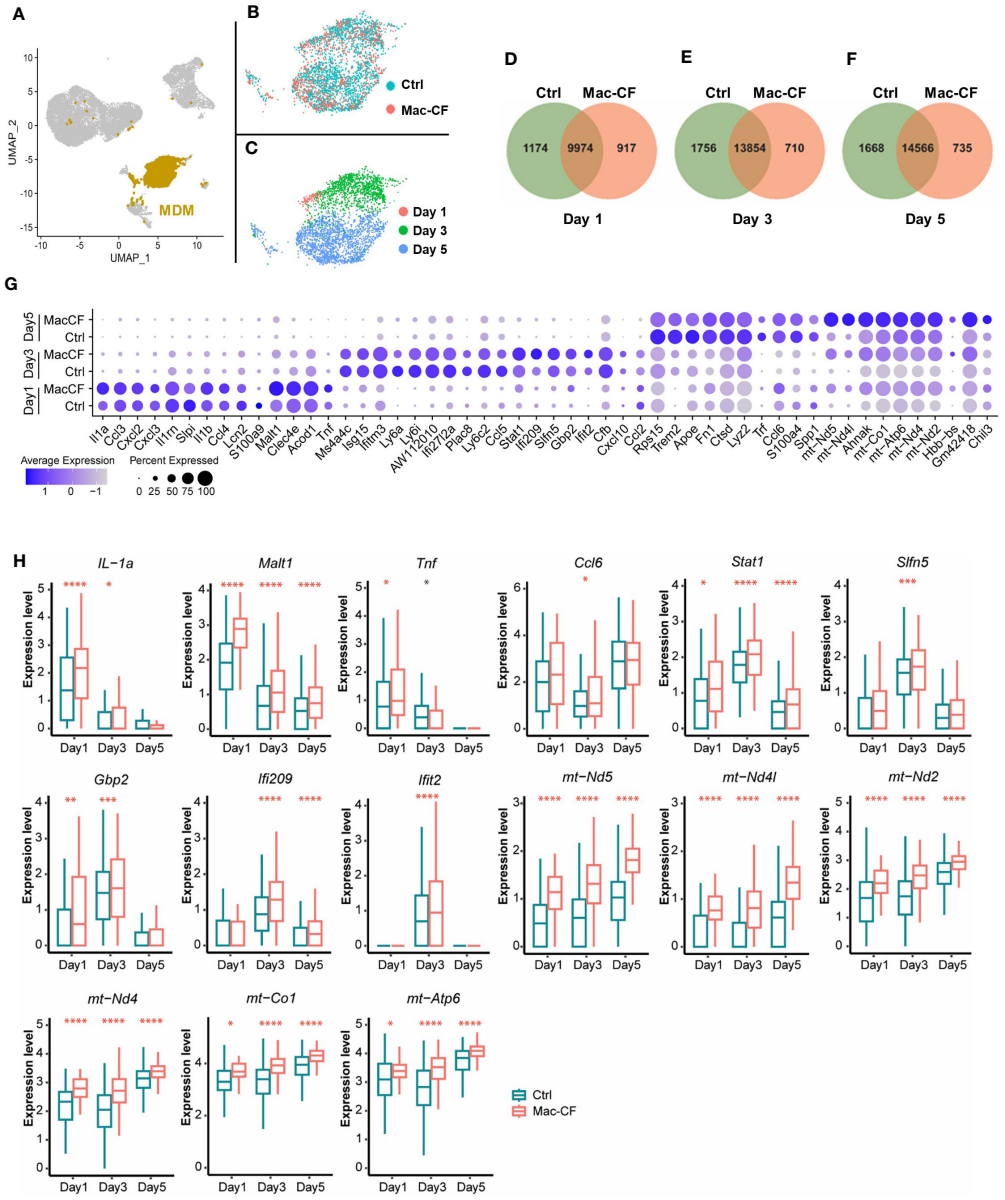
CF monocyte-derived macrophages (MDM) exhibit upregulation in mitochondrial associated gene expression. **(A–C)** Distribution of MDM in the BALF of Ctrl and Mac-CF Mice. UMAP illustrating MDM clustering **(A)** in the combined BALF cells, **(B)** by genotypes, or **(C)** by time points. **(D–F)** Venn diagram of unique and overlapping genes (average gene counts >1) between Ctrl and Mac-CF MDM. **(G)** Dot plot of top 10 DEGs in the Ctrl and Mac-CF MDM at 3 time points. **(H)** Box plots of representative DEGs in Mac-CF MDM. Each p-value was calculated using two-way ANOVA with Tukey test for multiple comparison (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Red stars indicate that the gene is expressed significantly higher in Mac-CF groups compared to Ctrl groups, while black stars indicate the opposite.

### 3.6 MDM in Mac-CF lungs have altered biological processes and molecular functions in mitochondria

Because of the outstanding changes identified in the mitochondrial oxidative phosphorylation gene set, we further interrogated the enriched biological processes (BP) and molecular functions (MF) in Mac-CF MDM by Gene Ontology (GO) analysis. 

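In the MDM of Day 1, 836690 UMIs were counted in Ctrl and 653323 in Mac-CF, and 6345 genes entered the comparison at Day 1 against 11272 at Day 3. The 3 genes that Supplementary Data 1 lists as higher in MDM at Day 1 had log2 ratios whose counting intervals lay above 0. They had been chosen by the paper on these samples, and beyond the counting interval all 3 were also higher in PMN and 1 in T cells. Interferon response genes, 35 of them with at least 20 UMIs, had a median log2 ratio of 0.46 (0.32 to 0.59) on this day. The rise was not confined to MDM, with 0.36 (0.31 to 0.41) in PMN and 0.65 (0.38 to 0.92) in T cells. The removal of free RNA, scaled to S100a8 and S100a9, would take 50.3% of the UMIs of Ctrl MDM and 16.5% of those of Mac-CF MDM at Day 1, so values of this day depend on it most.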

Due to the limited DEGs between Mac-CF and Ctrl MDM in Day 1 (**Supplementary Data 1**), the GO enrichment analysis was focused on Day 3 and 5 post-inoculation. 

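The nuclear genes for complex I subunits, 36 with at least 20 UMIs, went the other way from the mt-encoded mRNAs in MDM. Their median log2 ratio was -0.17 (-0.20 to -0.14) at Day 3 and -0.21 (-0.24 to -0.18) at Day 5, and 34 of the 36 were below 0 on each day. At Day 3 the median lay below all 10000 random lists matched on expression, but at the 2.61 percentile of lists matched on transcript length as well. At Day 3 the median turned to 0.01 once the log2 ratio of the same gene in T cells was taken off, so T cells showed as low a ratio, while in PMN the median was -0.19 at Day 1, -0.01 (-0.06 to 0.04) at Day 3 and -0.46 at Day 5.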

Results (**Figures 4A, B**) indicate that DEGs of Mac-CF MDM enriched in the GO terms related to mitochondrial energy production, including ATP synthesis, electron transport, and oxidative phosphorylation, as compared to Ctrl MDM. Differences of these GO terms at Day 3 post-inoculation were more significant than those at Day 5 post-inoculation (**Figures 4A, B**). As the most enriched GO terms in Mac-CF MDM were related to NADH dehydrogenase activity (**Figure 4B**), we decided to quantify the gene scores for this activity (**Supplementary Data 2**). Mac-CF MDM had significantly higher scores for NADH dehydrogenase activity (GO:0003954) and NADH dehydrogenase (Quinone) activity (GO:0050136) at Day 3 post-inoculation (**Figures 4C, D**). 

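The mean AUCell score for NADH dehydrogenase activity at Day 3 was 0.279 over 731 Ctrl MDM and 0.304 over 383 Mac-CF MDM, a difference of 0.31 SD of the Ctrl cells. With each cell thinned to 3000 UMIs, which left out 6 Ctrl and 8 Mac-CF cells, the means were 0.221 and 0.245. For the quinone term the means were 0.289 and 0.316 (0.32 SD). In T cells the NADH dehydrogenase score differed by -0.04 SD at Day 3 and by 0.12 SD at Day 5. At Day 5 the NADH dehydrogenase score was 0.320 in Ctrl and 0.323 in Mac-CF MDM (0.05 SD), and 0.261 and 0.280 in thinned cells. With the top 10% of ranked genes the Day 5 difference turned to -0.12 SD.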

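Within the NADH dehydrogenase list, the higher and the lower members split by genome in MDM at Day 3. mt-Nd1 (log2 ratio 0.53) and mt-Nd3 (0.46) were higher in Mac-CF, as were the mt-encoded members already named. The nuclear members Ndufa2 (-0.34), Ndufa7 (-0.26), Ndufb7 (-0.25) and Ndufb8 (-0.12) were lower, the last turning to 0.04 in thinned cells. Over the 23 members with at least 20 UMIs the median was -0.12 (-0.18 to -0.05) at Day 3, and -0.18 (-0.25 to -0.12) over 22 members at Day 5, while the score, which counts the most abundant genes of each cell, was higher at Day 3. The quinone list had medians of -0.14 and -0.18, the last turning to 0.01 in thinned cells. At Day 1 the medians were -0.05 and -0.03.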

Heatmap displays the most up- and down-regulated genes in the two gene sets (**Figure 4E**).

**Figure 4:**
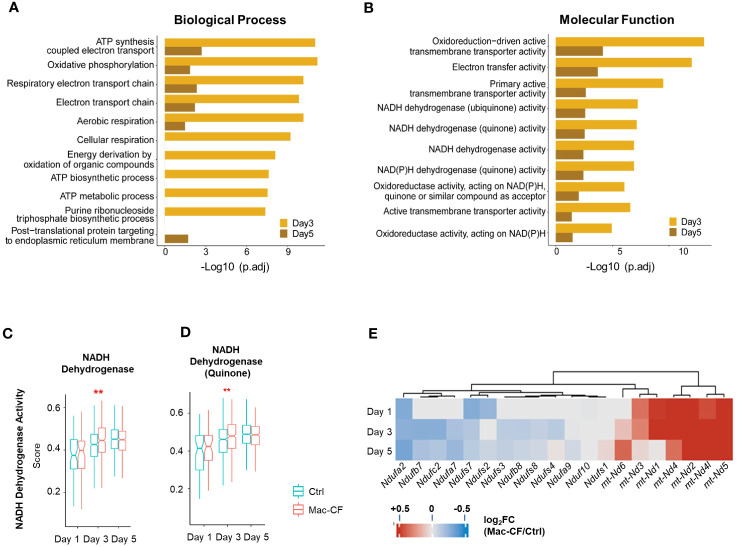
Monocyte derived macrophages (MDM) have increased mitochondrial respiration gene activities. **(A, B)** Gene ontology (GO) enrichment of DEGs in Mac-CF MDM as compared to Ctrl MDM at 3 and 5 days post-inoculation. **(A)** Top 10 enriched GO biological process terms; **(B)** Top 10 GO molecular function terms. **(C, D)** Scores of the NADH dehydrogenase activity. **(C)** NADH dehydrogenase activity (GO:0003954); **(D)** NADH dehydrogenase (Quinone) activity (GO:0050136). **(E)** Heatmap showing the differences of log_2_[fold-change] in the expression of mitochondrial genes between Mac-CF and Ctrl MDM. Each p-value was calculated using two-way ANOVA with Tukey test for multiple comparison (**p<0.01). Red stars indicate the genes expressed significantly higher in Mac-CF groups.

### 3.7 AM have similar transcriptional changes as MDM in Mac-CF lungs

Previous publications have documented that the Cx3cr1 promoter drives recombinase expression in not only MDM but also AM (33). We speculated that Mac-CF AM might share similar gene expression features as Mac-CF MDM. AM in the general UMAP of all BALF samples showed a stretched and branched pattern (**Figures 5A–C**). When plotted by genotypes, the projection patterns partially overlapped (**Figure 5B**). However, when plotted by time points, there was little to no overlapping (**Figure 5C**). 

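With any UMI counted, 1926 genes were read in Ctrl AM alone at Day 3, 431 in Mac-CF AM alone and 12343 in both. Ctrl AM had 6091766 UMIs and Mac-CF AM 2014052. With equal UMIs drawn the genes read in 1 genotype alone numbered 952 in Ctrl and 885 in Mac-CF at Day 3, and 863 and 1066 at Day 5.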

Venn diagrams indicated that Mac-CF and Ctrl AM had expressed many of the same genes and a number of unique ones to each genotype at each of the three time points (**Figures 5D–F**). 

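In AM the mt-encoded mRNAs had a median log2 ratio of 0.34 (0.27 to 0.42) at Day 3 and 0.44 (0.41 to 0.48) at Day 5. mt-Nd4l had 1.87 and 1.83, mt-Nd5 1.28 and 1.57, and mt-Nd4 0.46 and 0.44. With the limit at 10% mitochondrial UMIs the Day 5 median was 0.29. At Day 1 the median was 0.54 (0.46 to 0.62), with 0.76 for mt-Nd4. At Day 3 the AM median was above that of PMN but not that of T cells, and at Day 5 above that of T cells but not that of PMN. Among other AM genes, Tlr8, an endosomal receptor for single-stranded RNA, was higher in Mac-CF (1.95 and 2.02), while Apoe (-1.01 and -1.44), which carries lipids, was lower. Apoe had 237 to 1439 CPM in the AM clusters and 1317 to 9694 in the MDM clusters, and its AM ratio was -0.28 at Day 3 after subtraction of the library profile and -0.24 at Day 5 without the cells marked by Scrublet, so RNA from MDM is not excluded as a part of it. The complement genes C1qa (-1.65 at Day 5), C1qb (-2.95 and -1.09) and C1qc (-1.93 and -1.38) were lower too, but at Day 5 they turned to 0.58, 0.57 and 0.51 with those cells left out, and at Day 3 C1qc turned to 0.13 when each cell weighed the same.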

Similar to Mac-CF MDM, DEGs of Mac-CF AM were found to relate to mitochondrial function at Day 3 and 5 post-inoculation (**Figure 5G**). GO enrichment of DEGs from Mac-CF AM revealed the commonality between Mac-CF AM and Mac-CF MDM in upregulation of genes related to mitochondrial energy production and oxidative phosphorylation (**Figures 5H, I**; **Supplementary Data S2**). 

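Nuclear complex I genes did not follow the mt-encoded mRNAs in AM either. Their median log2 ratio was -0.06 (-0.11 to -0.01) at Day 3, turning to 0.06 against genes of similar transcript length, and -0.22 (-0.28 to -0.17) at Day 5. At Day 1 it was -0.08 (-0.16 to 0.01). mt-Atp8 (2.55 and 2.72) and mt-Nd6 (2.34 and 2.61) had the highest ratios of the mt-encoded mRNAs at Days 3 and 5.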

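NADH dehydrogenase activity scored 0.312 on average over 43 Ctrl AM at Day 1 and 0.386 over 35 Mac-CF AM, a difference of 0.79 SD of the Ctrl cells, and 0.256 and 0.309 in cells thinned to 3000 UMIs. The quinone term scored 0.324 and 0.403 (0.82 SD). Among the members, mt-Nd5 (log2 ratio 1.75), mt-Nd4l (1.77) and mt-Nd6 (1.89) were higher in Mac-CF. The nuclear member Ndufa2 (-0.27, -0.52 to -0.03) was lower but turned to 0.01 in thinned cells, and Ndufb8 (-0.15, -0.39 to 0.09) did not differ beyond counting error. The medians of the lists were 0.15 (-0.02 to 0.32) and 0.20 (0.02 to 0.39).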

The scores of NADH dehydrogenase activity (GO:0003954) and NADH dehydrogenase (Quinone) activity (GO:0050136) revealed upregulation at Day 1 post-inoculation in Mac-CF AM (**Figures 5J, K**; **Supplementary Data S3**). Interestingly, the NADH dehydrogenase (Quinone) activity was up-regulated at Day 5 post-inoculation, while the NADH dehydrogenase activity was down-regulated (**Figures 5J, K**). 

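At Day 5 the quinone term scored 0.303 in Ctrl AM and 0.332 in Mac-CF AM, a difference of 0.41 SD of the Ctrl cells. The NADH dehydrogenase term scored 0.291 and 0.318 (0.39 SD), so both scores were higher in Mac-CF. In thinned cells, which left out 3 Ctrl and 1 Mac-CF AM, the differences were 0.57 and 0.56 SD. With the top 10% of ranked genes they were 0.20 and 0.19 SD. The medians over the list members were -0.11 for both terms and turned to 0.20 and 0.19 in thinned cells. At Day 3 both scores were 0.48 SD higher in Mac-CF AM, with list medians of -0.03 and -0.02.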

Heatmap and violin plots display the upregulated genes from the two GO terms that may contribute to NADH dehydrogenase activity in Mac-CF AM (**Figures 5L, M**).

**Figure 5:**
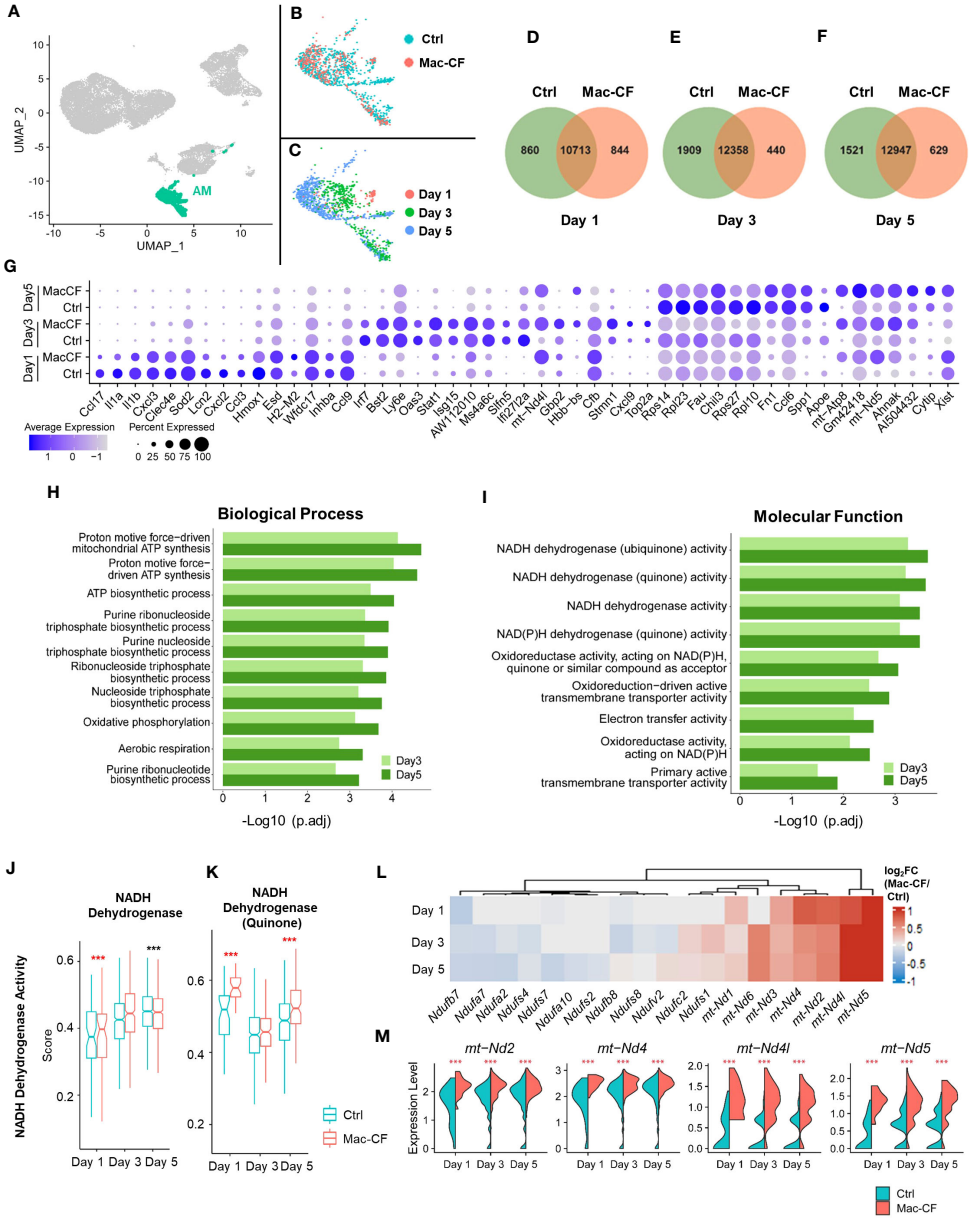
CF alveolar macrophages (AM) exhibit upregulation in mitochondrial respiration genes. **(A–C)** UMAP plots of the BALF AM from Ctrl and Mac-CF mice. **(A)** AM projection in all BALF cells; **(B)** AM projection by genotypes; **(C)** AM projection by time points. **(D–F)** Venn diagram plots indicating numbers of unique and overlapping genes (average gene counts >1) between Ctrl and Mac-CF AM cells at different time points (Day 1, 3, and 5 post inoculation). **(G)** Dot plot showing top 10 DEGs in the Ctrl and Mac-CF AM at Day 1, 3 and 5 post-inoculation. **(H, I)** GO enrichment of DEGs in Mac-CF AM as compared with Ctrl AM at Day 3 and 5 post-inoculation. **(H)** Top 10 GO biological process terms; **(I)** Top 10 GO molecular function terms. **(J, K)** Scores of pathways related to NADH dehydrogenase activity. **(J)** NADH dehydrogenase activity (GO:0003954); **(K)** NADH dehydrogenase (Quinone) activity (GO:0050136). **(L)** Heatmap showing the differences of log_2_[fold-change] in the expression of NADH dehydrogenase genes between Mac-CF and Ctrl AM. **(M)** Violin plots of expression level of representative genes associated with NADH dehydrogenase. Each p-value was assessed by two-way ANOVA with Tukey test for multiple comparison (***p<0.001). Red stars indicate the genes expressed significantly higher in Mac-CF groups compared to Ctrl groups, while black stars indicate the opposite.

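Interferon response genes had a median log2 ratio in MDM of 0.20 (0.16 to 0.24) at Day 3 and 0.43 (0.36 to 0.50) at Day 5. PMN had 0.20 and 0.43, and T cells 0.23 and 0.40. With TMM scaling the MDM median at Day 5 was 0.23, and random lists in MDM on that day had a median of 0.15, against 0.03 in PMN. With the MDM clusters weighted alike it was 0.30, and genes of cytotoxic and T-helper effectors had a median of 0.91 in MDM on that day, so RNA from T cells is not excluded. AM had 0.05 (-0.01 to 0.11) and 0.08 (-0.02 to 0.18). Cytokine and chemokine genes, listed before the data were examined, went both ways in MDM, with a median of -0.12 (-0.19 to -0.04) at Day 3 and 0.00 (-0.07 to 0.07) at Day 5, and in AM they were at -0.18 (-0.30 to -0.07) and -0.09. Ribosomal protein genes, a list added after the data were seen, were lower in each cell type, with medians in MDM of -0.15 and -0.23 and in T cells of -0.28 and -0.36. At Day 3 random lists matched on expression and transcript length had -0.13 in MDM. In PMN on that day they had -0.10, and the ribosomal protein genes -0.09. At Day 5 such lists had -0.17 in MDM. Across 6014 genes the log2 ratios of MDM and T cells at Day 3 had a rank correlation of 0.60, and longer transcripts had higher ratios in both. Genes are not independent replicates.

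**Figure D2:**
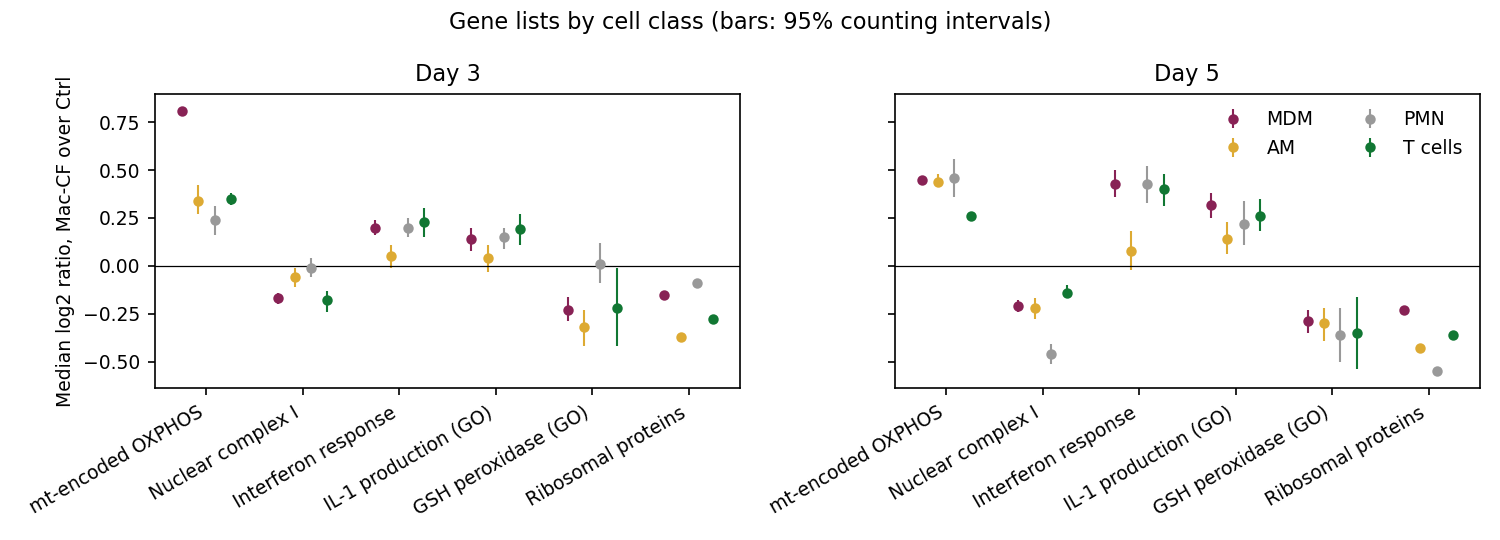
Median log2 ratio of Mac-CF over Ctrl for gene lists in MDM, AM, PMN and T cells at Day 3 and Day 5; each point is 1 pool against 1 pool and bars are 95% counting intervals. The mt-encoded list in MDM at Day 3, at 0.81, lies above the other cell types.

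**Figure D3:**
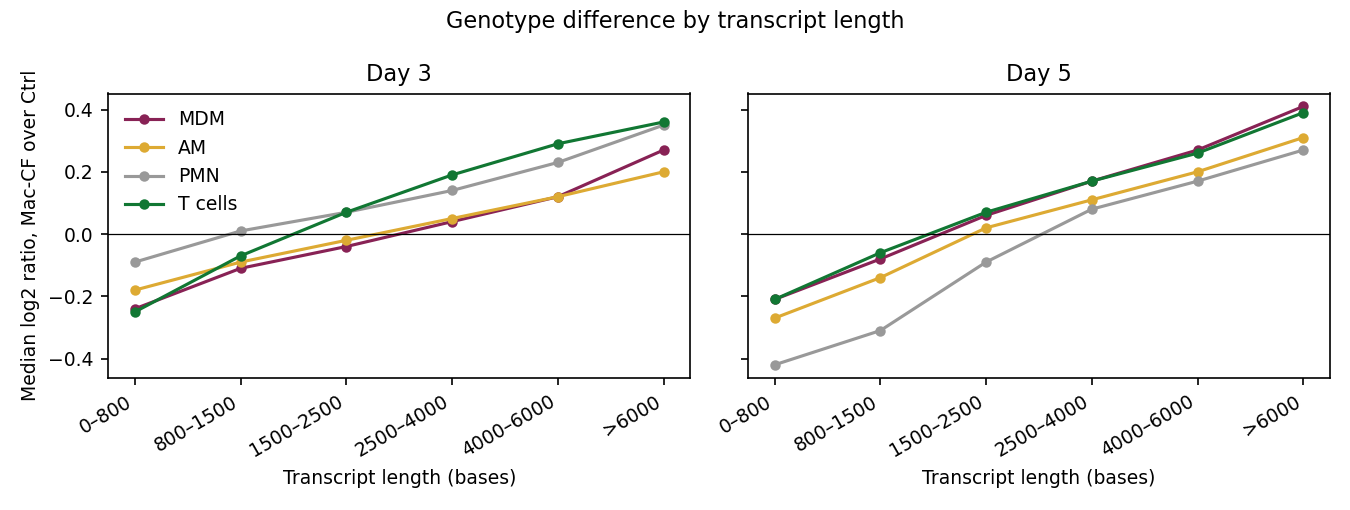
Median log2 ratio of Mac-CF over Ctrl by transcript length in bases, for the same cell types and days; each point is the median over the genes of a length group. In MDM at Day 5 it runs from -0.21 in the shortest to 0.41 in the longest group, and in T cells from -0.21 to 0.39.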

From the above data, we conclude that Mac-CF macrophages (MDM and AM) showed an altered transcriptional program, leading to significant upregulations in genes related to inflammatory response, immunity and mitochondrial respiration.

### 3.8 Loss of CFTR in macrophages alters the cell antioxidant system

Complex 1 is the first of the five mitochondrial complexes, and the largest subunit in the electron transport chain for the generation of ATP. Oxidation of the NADH subunits (Nd1-Nd6) is the first step toward the transfer of electrons down to the other 4 complexes (67–69). Additionally, the activity of NADH dehydrogenase is linked to production of reactive oxygen species (ROS) (67, 68, 70). Due to the observed enhancement of NADH dehydrogenase gene activity, we reasoned that Mac-CF macrophages must be subject to an increased risk of ROS-induced damage. Thus, we decided to scrutinize the cell antioxidant pathways. As utilization of glutathione (GSH) is critical to removal of ROS (71–73), we first assessed the scores of GSH metabolism and the involving enzymes glutathione reductase (*Gsr*) and glutathione peroxidases (*Gpx*). Strikingly, the GSH metabolic process (GO:0006749) score was significantly lower in Mac-CF MDM than in Ctrl MDM at Day 5 post-challenge. Also, scores for GSH peroxidase activity (GO:0004602) and GSH transferase activity (GO:0004364) were significantly lower in Mac-CF MDM at Day 3 and 5 post-challenge (**Figures 6A–C**). 

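Glutathione metabolic process scored 0.273 on average in Ctrl MDM and 0.249 in Mac-CF MDM at Day 5, a difference of -0.45 SD of the Ctrl cells. In cells thinned to 3000 UMIs, which left out 33 Ctrl and 45 Mac-CF MDM, the means were 0.209 and 0.199 (-0.17 SD). The 21 members with at least 20 UMIs had a median log2 ratio of -0.08 (-0.14 to -0.03) at Day 5, -0.11 (-0.16 to -0.07) at Day 3 and -0.15 (-0.28 to -0.02) at Day 1, with the Day 5 value at the 9.47 percentile of lists matched on expression and transcript length. Gpx4, which reduces lipid peroxides, was at -0.37 at Day 5, and Nfe2l1, a transcription factor, went against the list at 0.29.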

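GSH peroxidase activity scored 0.369 in Ctrl and 0.350 in Mac-CF MDM at Day 3 (-0.20 SD of the Ctrl cells), and 0.394 and 0.336 at Day 5 (-0.72 SD). GSH transferase activity scored 0.163 and 0.143 at Day 3 (-0.27 SD), and 0.229 and 0.180 at Day 5 (-0.64 SD). The MDM cluster with Cd3g held 17.0% of Ctrl and 43.6% of Mac-CF MDM at Day 5. T cells of that day scored only 0.129 and 0.115 on the peroxidase term. Scores with the MDM clusters weighted alike were not computed, so RNA from T cells is not excluded as a part of the Day 5 differences. Thinning the cells gave differences at Day 5 of -0.44 SD for the peroxidase and -0.35 SD for the transferase term, and of -0.13 SD for the latter at Day 3. The median log2 ratio of the peroxidase genes was -0.23 (-0.29 to -0.16) at Day 3 and -0.29 (-0.35 to -0.23) at Day 5, and that of the transferase genes -0.27 and -0.21. Among random lists matched on expression and transcript length, the Day 3 and Day 5 medians lay at the 8.59 and 1.33 percentiles for the peroxidase and at the 3.25 and 9.15 percentiles for the transferase genes. TMM scaling moved the peroxidase median at Day 5 to -0.49. At Day 1 these medians were -0.01 (-0.22 to 0.20) and 0.05 (-0.20 to 0.31).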

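Gpx1, a glutathione peroxidase, had log2 ratios in MDM of -0.15 (-0.19 to -0.11) at Day 3 and -0.29 (-0.33 to -0.25) at Day 5. Gsr, which regenerates glutathione, had -0.41 (-0.54 to -0.29) at Day 3. Mgst1, a microsomal glutathione transferase, had -0.38 (-0.45 to -0.31) at Day 5 and -0.20 (-0.29 to -0.10) at Day 3, the latter turning to 0.05 in cells thinned to 3000 UMIs. Against genes of similar transcript length, Gpx1 was at -0.01 at Day 3, so its lower ratio on that day was shared by transcripts of similar length, and at -0.20 at Day 5.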

Heatmap and violin plots reveal that Mac-CF MDM had significantly less expression of *Gpx1* and *Gsr* at Day 3 post-challenge, and *Gpx1* and *Mgst1* at Day 5 post-challenge (**Figures 6D, E**).

**Figure 6:**
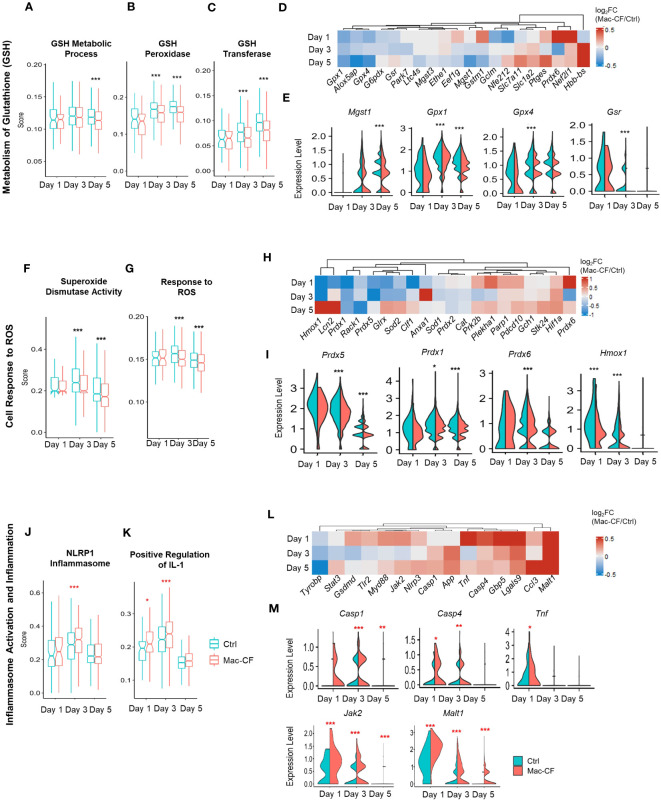
CF MDM exhibit loss in gene expression in pathways associated with antioxidant response and gain in inflammasome activity. **(A–E)** Scores of metabolism of glutathione (GSH) in Mac-CF MDM and Ctrl MDM. **(A)** Glutathione metabolic process (GO:0006749); **(B)** Glutathione peroxidase activity (GO:0004602); **(C)** Glutathione transferase activity (GO:0004364); **(D)** Heatmap showing the differences of log_2_[fold-change] in the expression of GSH metabolism related genes between Mac-CF and Ctrl MDM; **(E)** Violin plots of selected genes involved in the metabolism of GSH. **(F–I)** Scores of cell response to reactive oxygen species (ROS). **(F)** Superoxide dismutase activity (GO:0004784); **(G)** Cellular response to ROS (GO:0000302); **(H)** Heatmap showing the differences of log_2_[fold-change] in the expression of genes related to ROS response between Mac-CF and Ctrl MDM; **(I)** Violin plots of selected genes for the cell response to ROS. **(J–M)** Scores of inflammasome activation and inflammation. **(J)** NRLP1 inflammasome complex (GO:0072558); **(K)** Positive regulation of interleukin 1 production (GO:0032732); **(L)** Heatmap showing the differences of log_2_[fold-change] in the expression of genes related to inflammasome activation and inflammation between Mac-CF and Ctrl MDM; **(M)** Violin plots of selected gene expression levels involved in inflammasome activation and inflammation. Each p-value was assessed by two-way ANOVA with Tukey test for multiple comparison (*p<0.05, **p<0.01, ***p<0.001). Red stars indicate the genes expressed significantly higher in Mac-CF groups compared to Ctrl groups, while black stars indicate the opposite.

The superoxide dismutase (SOD) pathway represents another mechanism to scavenge the superoxide anion to mitigate ROS damage by converting superoxide into hydrogen peroxide for removal (71, 74). 

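SOD activity scored 0.476 in Ctrl MDM and 0.446 in Mac-CF MDM at Day 3 (-0.23 SD of the Ctrl cells), and 0.287 and 0.230 at Day 5 (-0.32 SD). In thinned cells these differences were -0.07 and -0.03 SD. Sod1, the cytosolic enzyme, had log2 ratios of -0.43 (-0.60 to -0.27) and -0.09 (-0.24 to 0.05) at Days 3 and 5, and Sod2, the mitochondrial enzyme, -0.13 and -0.18. The median of these 2 genes was -0.28 at Day 3, -0.14 at Day 5 and -0.32 (-0.73 to 0.09) at Day 1. The response to ROS scored 0.202 and 0.196 at Day 3 (-0.20 SD), and 0.180 and 0.175 at Day 5 (-0.17 SD), the latter without a difference in thinned cells. Its 51 genes had medians of -0.01 (-0.06 to 0.04) and 0.09 (0.04 to 0.14), and TMM scaling turned the latter to -0.11. At Day 1 the median was -0.09 (-0.22 to 0.04).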

Our Mac-CF MDM had a significantly lower score of SOD activity (GO:0004784) or cellular response to ROS (GO:0000302) at Day 3 and 5 post-inoculation (**Figures 6F, G**). 

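Prdx1 and Prdx5, peroxiredoxins that reduce hydrogen peroxide, were lower in Mac-CF MDM on each day, with log2 ratios of -0.49, -0.42 and -0.32 for Prdx1 and -0.42, -0.31 and -0.31 for Prdx5 at Days 1, 3 and 5. Prdx6 was higher at Day 1 (0.32, 0.11 to 0.53) and lower at Day 3 (-0.27, -0.33 to -0.21) and Day 5 (-0.13, -0.21 to -0.06). Hmox1, which encodes heme oxygenase 1, had -0.69 (-0.84 to -0.54), -0.45 (-0.52 to -0.37) and -0.37 (-0.49 to -0.26). Against genes of similar transcript length Hmox1 stayed lower, at -0.58, -0.38 and -0.37.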

Mac-CF MDM exhibited down-regulation of *Prdx1*, *5*, and *6* that encode peroxiredoxins for the metabolism of hydrogen peroxide, and down-regulation of the Heme oxygenase-1 gene *Hmox1* (**Figures 6H, I**). HMOX expression has been previously found to be important in response to ROS and ROS-induced DNA damage (75, 76). Peroxiredoxins are known to be important for the metabolism of hydrogen peroxide (77, 78). Therefore, CFTR loss of function in MDM may undercut the cell antioxidant capacity. 

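The peroxidase genes were not lower in macrophages alone. In T cells their median log2 ratio was -0.22 (-0.42 to -0.01) at Day 3 and -0.35 (-0.54 to -0.16) at Day 5, and in PMN it was 0.01 (-0.09 to 0.12) and -0.36 (-0.50 to -0.22). The transferase genes had -0.36 in T cells on both days, and -0.03 (-0.16 to 0.10) and -0.21 in PMN. The peroxidase score of T cells differed by -0.17 SD of the Ctrl cells at Day 3 and by -0.19 SD at Day 5. For the transferase score the T cell differences were -0.12 and -0.20 SD. In SD units both were smaller at Day 5 than in MDM (-0.72 and -0.64 SD). The transferase score of T cells was near 0 on that day, at 0.0194 in Ctrl (SD 0.0372) and 0.0121 in Mac-CF. The SD units thus do not compare the size of the differences between the cell types. Sod1 and Sod2 had medians of -0.59 and -0.21 in T cells and of -0.38 and -0.23 in PMN, lower than in MDM. From the higher NADH dehydrogenase scores the paper reasons that Mac-CF macrophages run a greater risk of damage by ROS, and from the lower antioxidant scores and genes (Fig. 6A-I) it raises the possibility that MDM are less able to remove ROS.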

Our results are consistent with a previous publication reporting that Hmox1 expression and heme oxygenase 1 (HO-1) production were found to be reduced in CF human and mouse macrophages (79). It was further noted that a inducing Hmox1 expression in mice post-LPS exposure resulted in decreased lung neutrophil recruitment (79).

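The glutathione metabolic score was 0.292 in Ctrl AM and 0.286 in Mac-CF AM at Day 5 (-0.10 SD of the Ctrl cells), and 0.305 and 0.306 at Day 3. At Day 1 it was 0.340 and 0.352 (0.22 SD). The list's median log2 ratio in AM was 0.07 (-0.06 to 0.20), -0.12 (-0.22 to -0.02) and -0.05 (-0.14 to 0.04) at Days 1, 3 and 5. Gpx1 and Gpx4 were lower, while Idh1 (0.36) and Nfe2l2 (0.25) were higher at Day 5.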

Varying from Mac-CF MDM, Mac-CF AM had no difference in GSH metabolism score, as compared to Ctrl AM. However, like Mac-CF MDM, Mac-CF AM also exhibited significantly lower scores for GSH peroxidase and GSH transferase activity at Day 3 and 5 post-inoculation (**Supplementary Figures 3B, C**; **Supplementary Data 3**). 

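In AM the GSH peroxidase score was 0.397 in Ctrl and 0.351 in Mac-CF at Day 3 (-0.58 SD of the Ctrl cells), and 0.401 and 0.353 at Day 5 (-0.63 SD). The GSH transferase score was 0.286 and 0.235 at Day 3 (-0.52 SD), and 0.308 and 0.255 at Day 5 (-0.53 SD). In thinned cells the peroxidase differences were -0.49 and -0.48 SD and the transferase differences -0.34 and -0.39 SD, and with the limit at 10% mitochondrial UMIs those of Day 5 were -0.31 and -0.28 SD. The median log2 ratio was -0.32 (-0.42 to -0.23) and -0.30 (-0.39 to -0.22) for the peroxidase genes, and -0.33 (-0.46 to -0.20) and -0.29 (-0.40 to -0.18) for the transferase genes. At Day 1 it was 0.07 (-0.04 to 0.19) and 0.04 (-0.22 to 0.31).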

The differences of log_2_[fold-change] in genes associated with GSH metabolism process revealed varying expression between the Mac-CF AM cells and the Ctrl AM cells (**Supplementary Figure 3D**). Furthermore, Mac-CF AM increased *Mgst1* expression at Day 1 post-inoculation and reduced *Gpx1* expression at Day 5 post-inoculation. 

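Mgst1 had a log2 ratio in AM of 0.46 (0.23 to 0.69) at Day 1, and Gpx1 of -0.26 (-0.33 to -0.20) at Day 5. At Day 5 Mgst1 was lower (-0.22, -0.35 to -0.09), but it was at 0.02 with the limit of 10% mitochondrial UMIs.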

*Gpx4* expression was decreased in Mac-CF AM cells at Day 3 and 5 post-inoculation (**Supplementary Figure 3E**). 

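Gpx4 had log2 ratios in AM of -0.32 (-0.42 to -0.23) at Day 3 and -0.36 (-0.45 to -0.28) at Day 5. Against genes of similar transcript length it was at -0.23 and -0.20.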

Unlike Mac-CF MDM, there were no differences in scores for SOD pathway and cellular response to ROS in Mac-CF AM (**Supplementary Figures 3F, G**). 

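SOD activity scored 0.345 in Ctrl AM and 0.366 in Mac-CF AM at Day 3 (0.10 SD of the Ctrl cells), and 0.230 and 0.210 at Day 5 (-0.11 SD). At Day 1 it scored 0.497 and 0.463 (-0.43 SD), and the median log2 ratio of Sod1 and Sod2 was -0.54 (-0.84 to -0.24). At Days 3 and 5 this median was 0.07 and 0.04, within the counting error. The response to ROS scored 0.189 and 0.183 at Day 3 (-0.23 SD), and its median log2 ratio was -0.02, -0.09 and 0.09 at Days 1, 3 and 5, the last turning to -0.04 with TMM scaling.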

Heatmap shows the differences of log_2_[fold-change] between Mac-CF and Ctrl groups in expression of the genes in this pathway (**Supplementary Figure 3H**). Specifically, Mac-CF AM had increased expression of *Prdx5* at Day 5 post-inoculation, and *Sod2* at Day 3 post-inoculation. 

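Prdx5 was lower in Mac-CF AM at Day 5, with a log2 ratio of -0.34 (-0.43 to -0.25). Sod2 was higher at Day 3 (0.27, 0.16 to 0.38). Against genes of similar transcript length Sod2 was at 0.11.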

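Prdx1 had log2 ratios in AM of 0.14 (0.03 to 0.26), -0.12 (-0.18 to -0.06) and 0.10 (0.04 to 0.15) at Days 1, 3 and 5, the last turning to -0.03 with TMM scaling. Hmox1 was lower in Mac-CF AM at Day 1 (-1.21, -1.37 to -1.05) and at Day 3 (-0.57, -0.75 to -0.39), and at Day 5 the difference did not exceed counting error (-0.15, -0.32 to 0.01).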

Mac-CF AM cells had no difference in the expressions of *Prdx1* and *Hmox1* (**Supplementary Figure 3I**). Therefore, MDM may be more transcriptionally affected by the loss of CFTR than AM in our Mac-CF mouse lungs.

### 3.9 Loss of CFTR in macrophages enhances the inflammasome pathway

Formation of inflammasome is a critical event for the release of inflammatory cytokines. ROS produced by mitochondria have been correlated with an increase in inflammasome assembly in CF (80–82). Therefore, we investigated if Mac-CF MDM had upregulated expression of genes associated with inflammasome formation. 

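The NLRP1 inflammasome list holds 4 genes with at least 20 UMIs, Pycard, Casp1, Casp4 and Aim2. Its score at Day 3 was 0.241 in Ctrl MDM and 0.267 in Mac-CF MDM (0.22 SD of the Ctrl cells), and 0.190 and 0.215 in thinned cells. At Day 5 the score was 0.207 and 0.206 (-0.02 SD). At Day 1 the difference was 0.08 SD, turning to -0.14 SD in thinned cells. The list's median log2 ratio was 0.19 (-0.16 to 0.54), 0.15 (0.08 to 0.23) and 0.27 (0.16 to 0.38) at Days 1, 3 and 5. At Days 3 and 5 it was 0.16 and 0.28 in PMN and 0.39 and 0.46 in T cells, as high as in MDM or higher. The NLRP1 score of T cells differed by -0.04 SD of the Ctrl cells at Day 3 and by 0.23 SD at Day 5. The Day 3 score difference of MDM was thus not seen in T cells. Positive regulation of IL-1 production scored 0.131 and 0.146 at Day 1 (0.35 SD), 0.137 and 0.152 at Day 3 (0.41 SD), and 0.0903 and 0.0944 at Day 5 (0.21 SD). Its genes had medians of 0.20 (0.10 to 0.31), 0.14 (0.08 to 0.20) and 0.32 (0.25 to 0.38). PMN had 0.15 and 0.22 at Days 3 and 5, and T cells 0.19 and 0.26. The median of all genes in MDM at Day 5 was 0.17, and TMM scaling, which moves every MDM log2 ratio of that day by -0.20, left the IL-1 median at 0.11.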

As shown, Mac-CF MDM revealed higher scores for NRLP1 inflammasome complex (GO:0072558) at Day 3 post-inoculation, and for positive regulation of IL-1 production (GO:0032732) at Day 1 and 5 post-inoculation (**Figures 6J, K**). Additionally, examination of the two gene sets revealed upregulation of multiple proinflammatory genes (**Figure 6L**), such as *Casp1*, *Casp4*, *Tnf*, *Jak2*, and *Malt1* (**Figure 6M**).

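Casp1, which cleaves pro-IL-1β, had log2 ratios in MDM of 0.34 (0.21 to 0.46) at Day 3 and 0.36 (0.21 to 0.51) at Day 5. Casp4 had 0.21 (0.09 to 0.34) and 0.18 (0.01 to 0.35), the latter turning to -0.03 with TMM scaling. Jak2 was higher on each day, with 0.57 (0.31 to 0.84), 0.58 (0.48 to 0.67) and 0.70 (0.57 to 0.83). The longest group of genes, over 6000 bases, had medians in MDM of 0.27, 0.27 and 0.41 on these days. The part of the Jak2 ratio shared by genes of similar transcript length is not given here. At Day 5 Tnf did not differ beyond counting error (0.12, -0.17 to 0.41). Of the abundant members of the IL-1 list, the interferon-inducible Ifi204 (0.31), App (0.43), Pycard (0.09) and Tmed10 (0.04) were above 0 at Day 3, while Tyrobp (-0.26), an adaptor of activating receptors, was below.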

In contrast to Mac-CF MDM, Mac-CF AM did not display any similar upregulation in the NLRP1 inflammasome complex score (**Supplementary Figure 3J**) and the score of positive regulation of IL-1 production(**Supplementary Figure 3K**). 

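In AM the NLRP1 score was 0.196 in Ctrl and 0.207 in Mac-CF at Day 3 (0.10 SD of the Ctrl cells), and 0.119 and 0.106 at Day 5 (-0.15 SD). The score for IL-1 production was 0.120 and 0.116 at Day 1 (-0.12 SD), 0.124 and 0.128 at Day 3 (0.16 SD), and 0.0918 and 0.0940 at Day 5 (0.13 SD). The median log2 ratio of the IL-1 genes in AM was -0.01 (-0.12 to 0.11), 0.04 (-0.03 to 0.11) and 0.14 (0.06 to 0.23), the last turning to -0.01 in thinned cells. For the NLRP1 genes it was -0.14 (-0.36 to 0.09), 0.15 (0.02 to 0.27) and 0.17 (-0.01 to 0.36).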

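Tnf was lower in Mac-CF AM at Day 1, with a log2 ratio of -1.54 (-1.88 to -1.21), and at Day 3 (-0.66, -1.10 to -0.24). Casp1 had 0.10 (-0.41 to 0.60), 0.23 (-0.02 to 0.48) and 0.31 (0.03 to 0.60) at Days 1, 3 and 5, and Casp4 was within counting error on each day. Jak2 had 0.36 (0.05 to 0.66) at Day 3 and 0.54 (0.26 to 0.81) at Day 5. Malt1 was at -0.07 (-0.34 to 0.18) at Day 3 and at 0.45 (0.24 to 0.66) at Day 5. Genes over 6000 bases had a median of 0.31 in AM at Day 5. Neither Jak2 nor Malt1 is given here against genes of similar transcript length.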

Unlike Mac-CF MDM, Mac-CF AM had no significant upregulation in the expressions of *Casp1*, *Casp4*, *Jak2*, and *Malt1*, and the Ctrl AM cells had increased expression of *Tnf* only at Day 1 post-inoculation (**Supplementary Figures 3L, M**). These data indicate that Mac-CF MDM and AM may differ in their inflammasome response to PsA challenge. Thus, Mac-CF MDM cells may contribute relatively more to the lung pro-inflammatory status than Mac-CF AM.

## 4 Discussion

Dysregulated inflammation in CF lungs is one of the major factors that lead to lung damage. Newly implemented highly effective CFTR modulator therapies can effectively correct CF epithelial defects, reflected by normalization of the sweat Cl^–^ transport (83, 84). However, lung inflammation persists after initial reduction (85). As CF lung disease is commonly accepted as a disease of epithelial dysfunction, how CF immune cells are involved in the disease pathogenesis is not fully understood. Utilizing the Mac-CF mouse model, we investigated the direct contribution of CF macrophages to lung infection and inflammation. The results demonstrated that CFTR loss of function in macrophages alone does not affect lung bacterial clearance, but delays lung resolution of inflammation.

It was a surprise that the Mac-CF lungs cleared the inoculated bacteria as effectively as the Ctrl lungs. Previous studies have demonstrated that macrophages isolated from CF patients kill bacteria less efficiently than non-CF macrophages *in vitro* (86–88). Our current data also showed that BMDM from Mac-CF mice killed PsA less efficiently than Ctrl BMDM *in vitro* (**Supplementary Figure 2H**). This *in vivo* and *in vitro* data discrepancy can be explained by potential functional compensation by other immune cells *in vivo*. For example, in our Mac-CF mice, neutrophils, the major phagocytes in bacterial clearance, had intact *Cftr* and should be functionally normal.

CF lungs are marked by chronic inflammation with pronounced neutrophilic infiltration (89). We discovered in the current study that loss of CFTR in macrophages alone resulted in a prolonged inflammation after PsA challenge. At Day 3 post-inoculation, Mac-CF lungs contained significantly more neutrophils and produced significantly more proinflammatory cytokines/chemokines (IL-1β, TNF-α, IL-6, and KC) (**Figures 1K, M–Q**). Interestingly, by Day 5 post-inoculation, Mac-CF mice resolved the difference in inflammation (**Figures 1G–J**). Noteworthy is that at Day 2 post-inoculation, both lungs had a comparable level of inflammation, indicating a comparable inflammatory response at the early phase of infection. Thus, the observed difference in inflammation at Day 3 post-inoculation must arise from dysregulated resolution. As there was no difference in bacterial load between the Ctrl and Mac-CF lungs, the level of extracellular stimulation to macrophages should be similar. Thus, we reason that the extended hyper-inflammation in Mac-CF lungs must be due to prolonged intracellular stimulation and/or hyper-responsiveness of Mac-CF macrophages. In support of this reasoning, we found that BMDM from Mac-CF mice produced significantly more pro-inflammatory cytokines/chemokines under an identical level of LPS stimulation (**Supplementary Figures 2C–F**). Thus, CF macrophages have an intrinsic defect in immune response to bacterial challenge.

To understand molecularly how CFTR loss of function in macrophages leads to the intrinsic immune defect, we performed scRNA-seq on BALF cells obtained from Ctrl and Mac-CF mouse lungs after PsA challenge. The most significantly upregulated genes in Mac-CF MDM (**Figure 3H**) were related to not only cytokines/chemokines (*IL-1α*, *Tnf* and *Ccl6*) and immunity (*Malt1*, *Stat1*, *Ifi209*, *Slfn5*, *Gbp2* and *Ifit2*), but also mitochondrial oxidative phosphorylation (*mt-ND2, 4, 4L, 5, mt-Co1* and *mt-Atp6*). More importantly, GO enrichment analysis revealed that most DEGs in Mac-CF macrophages were enriched in mitochondrial oxidative phosphorylation, aerobic respiration, ATP biosynthesis, and oxidoreductase activity (**Figures 4A, B**; **Supplementary Data 2**). Strikingly, multiple mitochondrial NADP dehydrogenase subunit genes were among the top-listed DEGs. Many publications have documented the correlation of aberrant mitochondrial function in many diseases, including CF, with excessive production of ROS and inflammatory cytokines (90–92). Thus, Mac-CF macrophages, having a dysregulated mitochondrial function, may facilitate their hyper-inflammation propensity.

Converting ROS into non-harmful molecules is critical to protection of tissues from ROS-induced damage (71, 93). GSH, a tripeptide directly transported by the CFTR channel, plays an important role in the ROS-induced stress response (94, 95). Indeed, both CF lung and CF cells have lower levels of GSH, correlated with increased ROS production (96, 97). It was further discovered that a decrease in intracellular mitochondrial GSH results in an inflammatory state, marked by an increase in inflammatory cytokines and ROS production (96–98). Moreover, CF macrophages exhibited a loss of GSH, resulted in increased ROS and TGF-β production (98). Our scRNA-seq data indicated that GSH metabolism score was significantly lower in Mac-CF MDM than in Ctrl MDM at Day 3 post-challenge, and scores for GSH peroxidase and GSH transferase were significantly lower in Mac-CF MDM at Day 3 and 5 post-inoculation (**Figures 6A–C**). This sub-optimal antioxidant state may contribute to more severe tissue damage in CF lungs.

Inflammasome formation has been connected to ROS production and subsequent release of inflammatory cytokines (99–101). Activation of inflammasomes is known to result in activation of caspase-1 and subsequent maturation of pro-IL-1β and pro-IL-18 to IL-1β and IL-18 (99, 102, 103). Indeed, human macrophages exhibited an increased formation of the NRLP3 inflammasome following exposure to PsA (104). Isolated monocytes from CF patients also exhibited increased NLRP3 inflammasome activity following stimulation with LPS (105). The inflammasome can also be activated through a non-canonical pathway through sensing of internalized LPS, leading to the activation of caspase 4, also referred to as caspase 11, for the release of IL-1β, IFN, and NFκ-B (106–108). Our current data have demonstrated that Mac-CF MDM had a significantly higher score of inflammasome formation and significantly higher expression levels of *Casp1* at Day 3 post-inoculation and *Casp4* at Day 1 and 3 post-inoculation (**Figures 6J–M**). These data suggest that Mac-CF macrophages have activated inflammasome pathways, which may explain why more IL-1β was observed in Mac-CF lungs. Studies using clinical CF patients’ monocytes proved that CFTR modulator therapy decreased levels of markers of inflammasome formation and IL-1β production (109, 110).

It is noteworthy that CX3CR1-Cre can target more than one macrophage population (33), including alveolar macrophages, monocyte-derived macrophages, and dendritic cells. We thus believe that *Cftr* would be deleted in all these cells. However, our scRNA-seq data clearly indicated that in the infected and inflamed lungs, monocyte-derived macrophages were the predominant macrophage type 3 days post inoculation, thus affecting the lung pathogenesis.

In summary, this research has provided comprehensive data to suggest that CFTR loss of function in macrophages delays lung resolution of inflammation. Macrophages from Mac-CF lungs have an aberrant transcriptional program that confers the cells with a hyper-inflammatory propensity, thus facilitating a greater lung inflammation and a slow resolution process.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE233733 (GEO).

## Ethics statement

The animal study was approved by Louisiana State University Health Sciences Center Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

DW performed the experiments and data analyses. YH led and performed the scRNA-seq data analyses. SJ was involved in animal model establishment and colony maintenance. GW conceived and designed the experiments and secured the funding. DW drafted, YH and GW revised, and SJ proofread the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Loss of CFTR function in macrophages alters the cell transcriptional program and delays lung resolution of inflammation
**Source:** Front Immunol. 2023 Nov 16;14:1242381. doi: 10.3389/fimmu.2023.1242381
**Supplement:** Supplementary file 1

Supplementary Material

Loss of CFTR function in macrophages alters the cell transcriptional program and delays lung resolution of inflammation

Dianne Wellems, Yawen Hu, Scott Jennings, Guoshun Wang*

1 Supplementary Data

- 1.1 Supplementary Data 1: Differentially Expressed Genes (DEGs) in MDM and AM (Mac-CF vs Ctrl)
- 1.2 Supplementary Data 2: Gene Ontology (GO) of MDM and AM (Mac-CF vs Ctrl)
- 1.3 Supplementary Data 3: Log₂fold Gene Expression Differences (Mac-CF vs Ctrl)

2 Supplementary Tables and Figures

2.1 Supplementary Table 1

Reagent	Source	Identifier
**Antibodies**		
Rat Anti-Mouse FITC F4/80, Clone BM8	BioLegend	Cat#123108,<br>RRID:AB_893502
Rat FITC IgG Isotype, Clone BR2a	Invitrogen eBiosciences	Cat#11-4321-80,<br>RRID:AB_1834375
**Bacterial Strain**		
<i>Pseudomonas aeruginosa</i><br>(clinical isolate)	Dr. Paul D. Fey, UNMC	N/A
**Chemicals**		
TruStain FcX™ PLUS (anti-mouse CD16/32)	Biolegend	Cat#156604<br>RRID: 156604
Tryptic Soy Broth (TSB)	Sigma	Cat#22092
PBS (-Mg, -Cl)	Gibco	Cat#14190144
AOPI Staining Solution	Nexcelom ViaStain	Cat#CS2-0106
Harleco Hemacolor Stain Kit	Sigma-Aldrich	Cat#65092-93
Dulbecco's Modified Eagle Medium (DMEM)	Gibco	Cat#11965-092
GlutaMAX	ThermoFisher	Cat#35050061
Antibiotic-Antimycotic	Gibco	Cat#15240096
Human AB Serum	Sigma	Cat#HS3667
<i>Pseudomonas aeruginosa</i><br>Lipopolysaccharide (LPS)	Sigma	Cat#L9143
Gentamicin	Sigma	Cat#G1914
Saponin	Sigma	Cat#47036-50G-F
**Commercial Assays**		
Mouse DuoSet ELISA IL-6	R&D systems	Cat#DY-406
Mouse DuoSet ELISA TNF- α	R&D systems	Cat#DY-410
Mouse DuoSet ELISA MIP-2	R&D systems	Cat#DY-452
Mouse DuoSet ELISA IL-1 β	R&D systems	Cat#DY-401
Mouse DuoSet ELISA KC	R&D systems	Cat#DY-453
**Cell Lines**		
Mouse Fibroblast, L929 cell	ATCC	RRID: CVCL_0462
**Animal Lines**		
<i>Cftr</i> ^{f10/f10} mouse line	(1)	N/A
B6J.B6N(Cg)-Cx3cr1tm1.1(cre)Jung/J mouse line	(2)	RRID: IMSR_JAX:025524
Macrophage- <i>Cftr</i> -exon-10-KO (Mac-CF) mouse line	In House, LSUHSC	N/A
**Software and Packages**		
GraphPad Prism version 9.5.1 (733)	GraphPad Software	https://www.graphpad.com/features

FlowJo version 10.8	BD	https://www.flowjo.com/solutions/flowjo
R version 4.2.2 and R Studio Open Source version 2022.12.0 Build 353	(3-8)	https://posit.co/download/rstudio-desktop/S
Seurat Package Version 4.30	(4-7)	https://satijalab.org/seurat/articles/install.html
glmGamPoi version 1.10.2	(9, 10)	N/A
Immunological Genome Project (ImmGen) GRCm38 release M25	(11, 12)	N/A
SingleR version 2.0.0	(12)	N/A
ClusterProfiler version 4.6.0	(13, 14)	N/A
Mouse Database (org.Mm.eg.db) version 3.16.0	(15)	https://bioconductor.org/packages/release/data/annotation/html/org.Mm.eg.db.html
BiocManager version 1.30.20	(16)	https://www.bioconductor.org/install/
GSEA Database	(17-20)	N/A
**<i>Gene Ontology Terms</i>**		
GO Molecular Function (GOMF)<br>NADH dehydrogenase activity	GO:0003954	https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOMF_NADH_DEHYDROGENASE_ACTIVITY.html
GOMF NADH dehydrogenase (quinone) activity	GO:0050136	https://www.gsea-msigdb.org/gsea/msigdb/no_such_gene_set.jsp?targetSpeciesDB=Mouse&geneSetName=GOMF_NADH_DEHYDROGENASE_QUINONE_ACTIVITY
GO Biological Process (GOBP)<br>Glutathione metabolic processes	GO:0006749	https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP_GLUTATHIONE_METABOLIC_PROCESS.html
GOMF Glutathione peroxidase activity	GO:0004602	https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOMF_GLUTATHIONE_PEROXIDASE_ACTIVITY.html
GOMF Glutathione transferase activity	GO:0004364	https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOMF_GLUTATHIONE_TRANSFERASE_ACTIVITY.html
GO Cellular Component (GOCC)<br>NRLP1 inflammasome complex	GO:0072558	https://www.gsea-msigdb.org/gsea/msigdb/m

		ouse/geneset/GOCC_NLRP1_INFLAMMASOME_COMPLEX.html
GOBP Positive regulation of interleukin 1 production	GO:0032732	https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP_POSITIVE_REGULATION_OF_INTERLEUKIN_1_PRODUCTION.html
GOMF Superoxide dismutase activity	GO:0004784	https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOMF_SUPEROXIDE_DISMUTASE_ACTIVITY.html
GOBP Response to reactive oxygen species	GO:0000302	https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP_RESPONSE_TO_REACTIVE_OXYGEN_SPECIES.html
**<i>Other</i>**		
20G blunt cannula	Covidien Monoject	Cat#8881202363
Cellometer K2 PD3000	Nexcelom	N/A
70-micron strainer	Greiner Bio-One	Cat#542170

2.2 Supplementary Figure 1

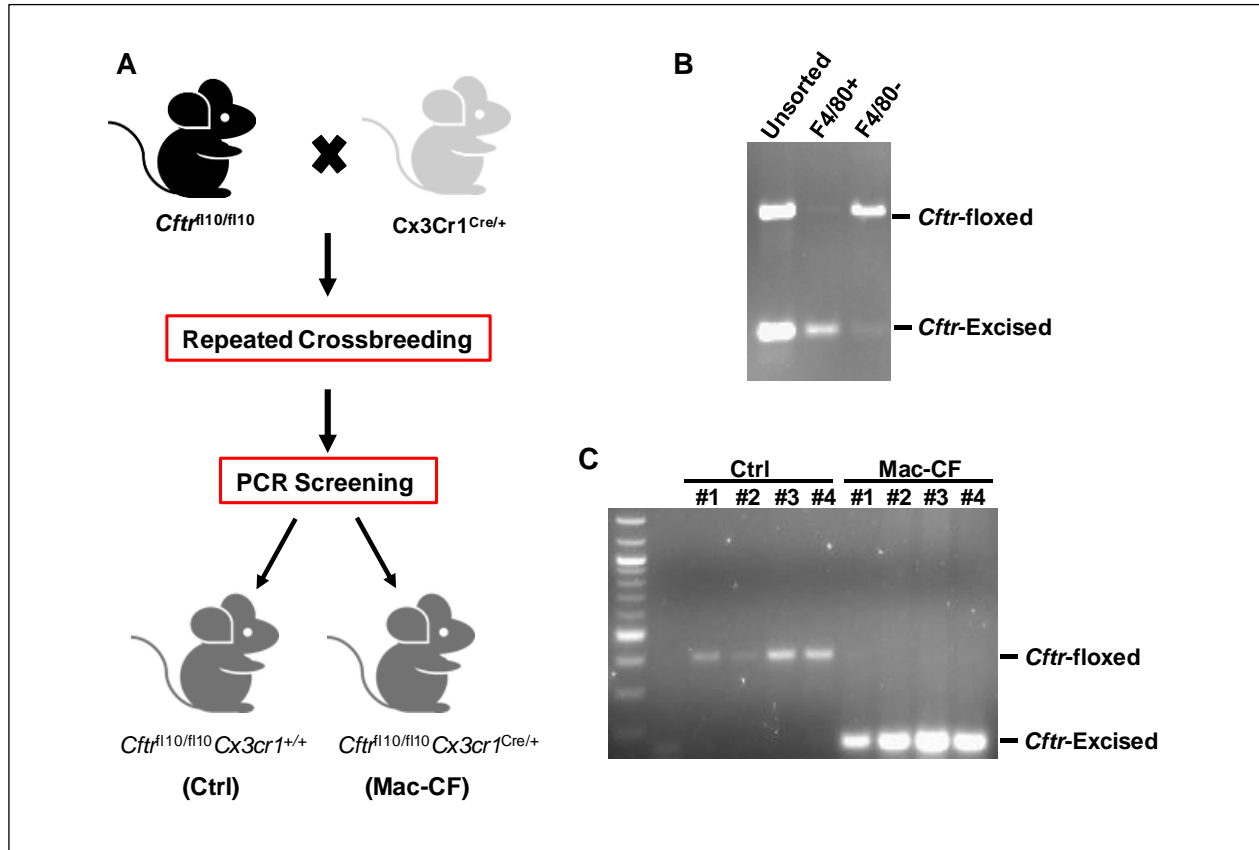

Supplementary Figure 1: Generation and validation of macrophage-specific CF (Mac-CF) mouse model

(A) Schematic of generation of Mac-CF mouse model. *Cfr*^{fl10/fl10} mice were bred with *Cx3Cr1*-Cre mice. After repeated crossbreeding and PCR screening, Mac-CF mice (*Cfr*^{fl10/fl10} *Cx3cr1*^{cre/+}) and congenic control (Ctrl) mice (*Cfr*^{fl10/fl10} *Cx3cr1*^{+/+}) were obtained.

(B) Validation of macrophage-specific *Cfr*-exon-10 deletion. Peritoneal inflammatory cells, induced by casein injection, were collected and FACS-sorted for F4/80-positive or negative cells. Unsorted cells show both *Cfr*-floxed and excised bands, while F4/80-positive cells only have the excised band, and F4/80-negative cells the floxed band.

(C) Bone marrow-derived macrophages have *Cfr*-exon-10 deletion. Macrophages, differentiated in culture from the bone marrow cells of Ctrl and Mac-CF mice (4 mice each), were PCR genotyped for *Cfr*-exon-10 deletion. Ctrl cells have the *Cfr*-floxed band, and Mac-CF cells show the excised band.

2.3 Supplementary Figure 2

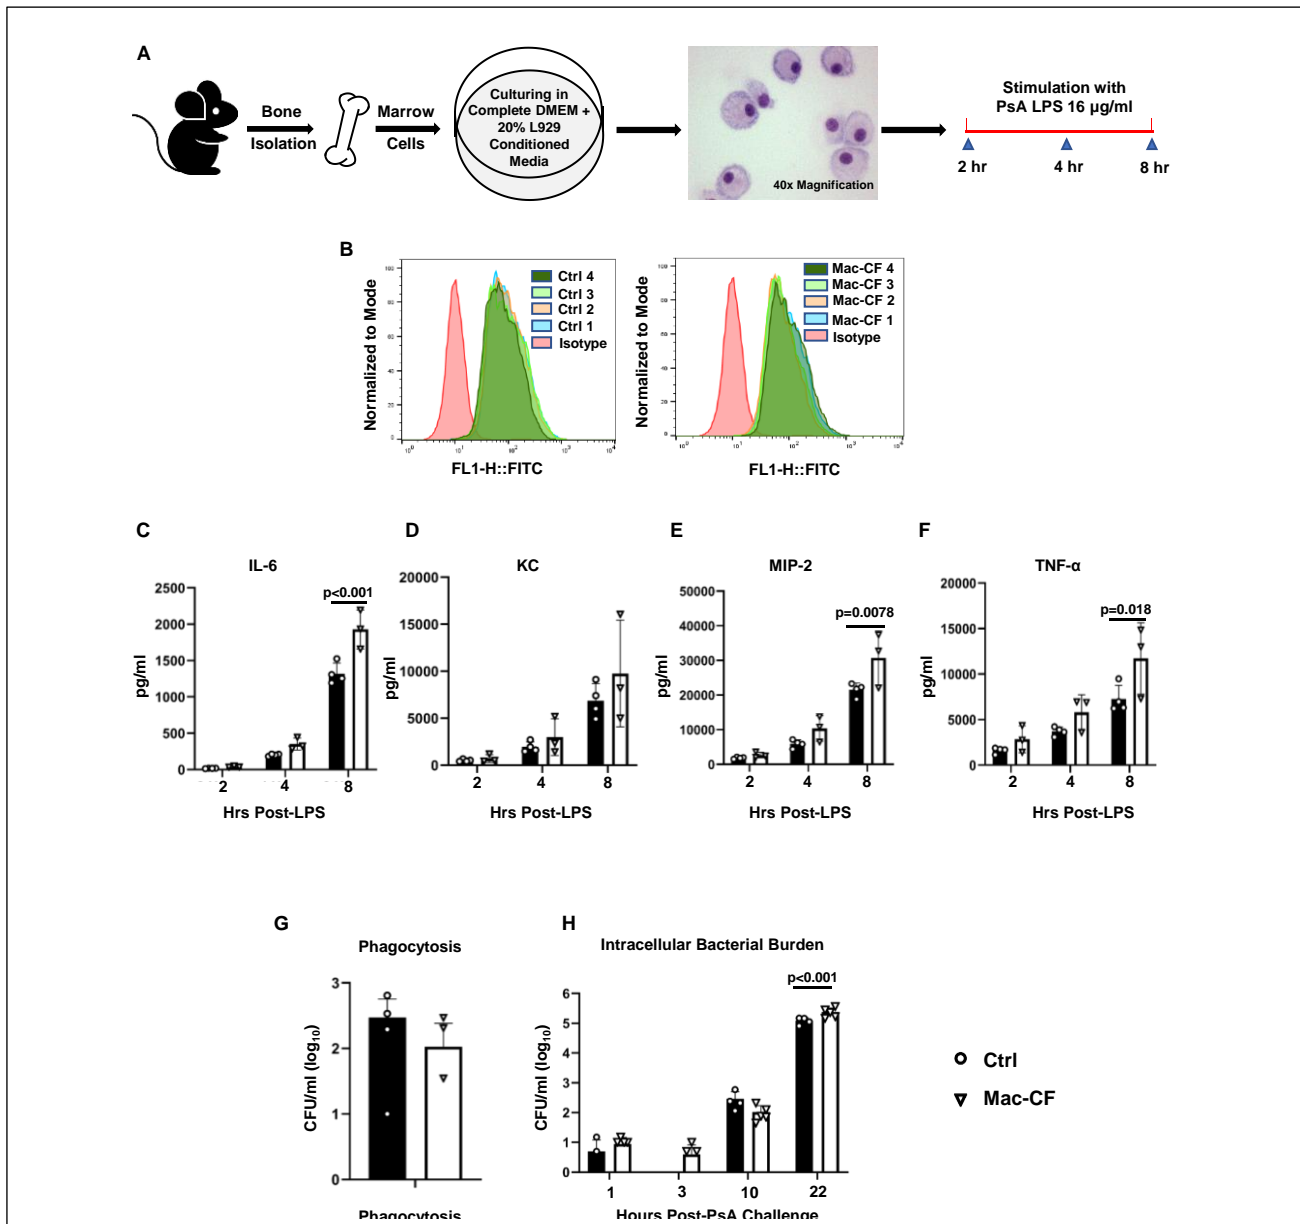

Supplementary Figure 2: Loss of CFTR in macrophages derived from Mac-CF bone marrow results in over-production of inflammatory cytokines/chemokines, and increased bacterial burden *in vitro*

(A) Schematic for bone marrow isolation and bone marrow derived macrophage (BMDM) differentiation.

(B) Immune staining and flow cytometry to validate macrophage differentiation. FITC-F4/80 antibody staining and FITC-IgG rat isotype antibody staining demonstrate a total population shift of the differentiated macrophages from 4 mice per genotype.

(C-F) Inflammatory cytokine levels in the supernatants of BMDM post-LPS stimulation (16 µg/ml). Data represents 3-4 mice per genotype. Significance was calculated using two-way ANOVA with Tukey test.

(G-H) In vitro bacterial killing. BMDM were exposed with human AB serum-opsonized *Pseudomonas aeruginosa* at 6 MOI. (G) Phagocytosis 30 minutes post-exposure. (H) Intracellular bacterial survival. Data represent 4-5 mice per genotype. Significance was calculated using two-way ANOVA with Tukey test.

2.4 Supplementary Figure 3

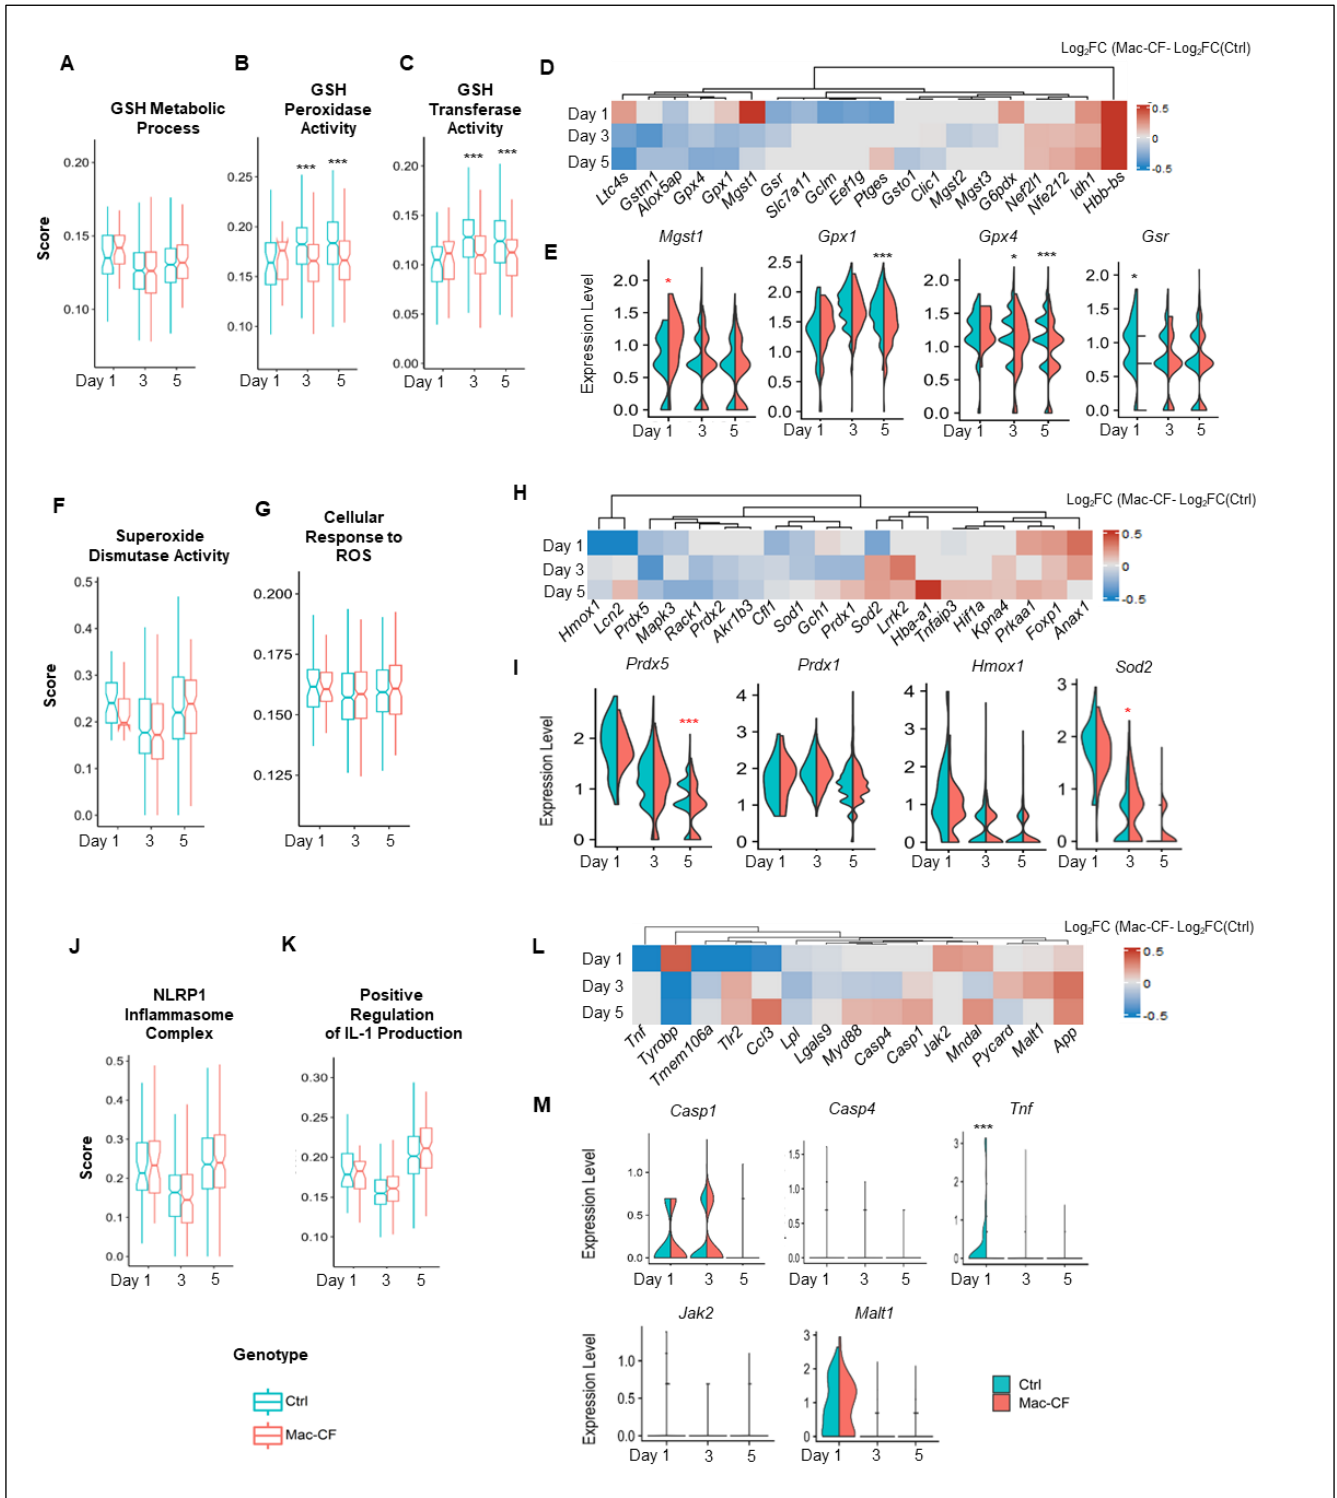

Supplementary Figure 3: Pathway analysis of Ctrl and Mac-CF AM

(A-E) Scores of metabolism of glutathione (GSH) of Mac-CF alveolar macrophages (AM) as compared to Ctrl AM. (A) Glutathione metabolic process (GO:0006749); (B) Glutathione peroxidase activity (GO:0004602); (C) Glutathione transferase activity (GO:0004364). (D) Heatmap showing the differences of $\log_2$ [fold-change] in the expression of GSH metabolism-related genes between Mac-CF and Ctrl AM. (E) Violin plot showing the expression levels of selected genes involved in the metabolism of GSH.

(F-I) GO enrichment in cellular response to ROS. (F) Superoxide dismutase activity (GO:0004784); (G) Cellular response to reactive oxygen species (GO:0000302). (H) Heatmap showing the differences of $\log_2$ [fold-change] in the expression of genes related to ROS response. (I) Violin plots showing the expression levels of selected genes related to cell response to ROS.

(J-M) Scores of inflammasome activation and inflammation. (J) NRLP1 inflammasome complex (GO:0072558); (K) Positive regulation of interleukin 1 production (GO:0032732); (L) Heatmap showing the differences of $\log_2$ [fold-change] of selected genes in Mac-CF AM as compared with Ctrl AM. (M) Violin plots for selected gene expressions involved in inflammasome activation and inflammation.

Each p-value was assessed by two-way ANOVA with Tukey test for multiple comparison (* $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$). Red stars indicate that the genes are expressed significantly higher in Mac-CF AM, while black stars indicate the opposite. Data represent 4 mice per genotype and per time point.

3 References

1. Hodges CA, Cotton CU, Palmert MR, Drumm ML. Generation of a conditional null allele for *Cftr* in mice. *Genesis*. 2008;46(10):546-52.
2. Yona S, Kim KW, Wolf Y, Mildner A, Varol D, Breker M, et al. Fate mapping reveals origins and dynamics of monocytes and tissue macrophages under homeostasis. *Immunity*. 2013;38(1):79-91.
3. Team RC. R: A language and environment for statistical computing. 2013.
4. Hao Y, Hao S, Andersen-Nissen E, Mauck WM, 3rd, Zheng S, Butler A, et al. Integrated analysis of multimodal single-cell data. *Cell*. 2021;184(13):3573-87 e29.
5. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, 3rd, et al. Comprehensive Integration of Single-Cell Data. *Cell*. 2019;177(7):1888-902 e21.
6. Butler A, Hoffman P, Smibert P, Papalexi E, Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat Biotechnol*. 2018;36(5):411-20.
7. Satija R, Farrell JA, Gennert D, Schier AF, Regev A. Spatial reconstruction of single-cell gene expression data. *Nat Biotechnol*. 2015;33(5):495-502.
8. Team R. RStudio: integrated development for R. RStudio, PBC, Boston, MA. 2020. 2021.
9. Hafemeister C, Satija R. Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. *Genome Biol*. 2019;20(1):296.
10. Choudhary S, Satija R. Comparison and evaluation of statistical error models for scRNA-seq. *Genome Biol*. 2022;23(1):27.
11. Heng TS, Painter MW, Immunological Genome Project C. The Immunological Genome Project: networks of gene expression in immune cells. *Nat Immunol*. 2008;9(10):1091-4.
12. Aran D, Looney AP, Liu L, Wu E, Fong V, Hsu A, et al. Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. *Nat Immunol*. 2019;20(2):163-72.
13. Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)*. 2021;2(3):100141.
14. Yu G, Wang LG, Han Y, He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. *Omics*. 2012;16(5):284-7.
15. Carlson M. org. Mm. eg. db: Genome wide annotation for Mouse. R package version 3.8.2. Bioconductor London, United Kingdom: Genome Biology (BMC). 2019.
16. Morgan M. BiocManager: access the bioconductor project package repository. R package version 13020. 2023;1(10).
17. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A*. 2005;102(43):15545-50.
18. Liberzon A, Birger C, Thorvaldsdottir H, Ghandi M, Mesirov JP, Tamayo P. The Molecular Signatures Database (MSigDB) hallmark gene set collection. *Cell Syst*. 2015;1(6):417-25.

19. Liberzon A, Subramanian A, Pinchback R, Thorvaldsdottir H, Tamayo P, Mesirov JP. Molecular signatures database (MSigDB) 3.0. *Bioinformatics*. 2011;27(12):1739-40.
20. Mootha VK, Lindgren CM, Eriksson KF, Subramanian A, Sihag S, Lehar J, et al. PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat Genet*. 2003;34(3):267-73.

How the deposited data were processed for this re-analysis (not part of the article)

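BALF cells of Ctrl and Mac-CF mice at Days 1, 3 and 5 after PsA inoculation were measured by droplet single-cell RNA sequencing, with 4 mice pooled per genotype and day, the days of a genotype marked by hashtag antibodies, and 1 capture per genotype. The authors aligned the reads to the mouse genome with Cell Ranger (6.1.2 in the paper, 6.0.0 in the labels) and deposited matrices of UMI counts per gene and barcode, as whole numbers, with the hashtag counts as further entries of the same matrices. In the paper the counts were processed with Seurat (4.3.0 in the paper, 4.2.1 in the labels), SCTransform and Harmony 0.1.1, annotated with SingleR and scored with AUCell 1.18.1.

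The deposited counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Barcodes with more than 200 and fewer than 6000 genes and less than 5% mitochondrial UMIs were kept, and hashtags were then called with HTODemux of Seurat 5.3.0 in R 4.3.3 at a positive quantile of 0.99. The assignment of the hashtags to the days was checked by the number of cells kept per genotype and day, which equals the paper's. This order of filter and hashtag calling was not set beforehand. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components, 20 neighbours and Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) at a resolution of 1.0 were used, with scikit-learn 1.9.0 for the components. Neither Harmony nor SingleR was used here. Clusters were named from lists of marker genes written before the files were read, 31 for PMN, 42 for MDM, 35 for AM and 39 for T cells. The rule that turns marker scores into names was revised after cluster names were seen, and the last 3 versions gave identical shares. With the mitochondrial limit at 10% or without it, 1 cluster had no name.

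Hashtag doublets were left out. Doublets of cells from 1 day were marked by a re-implementation of Scrublet, and left out only as an alternative. Its first threshold was replaced by the number of doublets expected from the hashtags, 873 of 13031 Ctrl cells and 573 of 11118 Mac-CF cells, and 59.8% and 54.6% of the hashtag doublets lay over it.

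UMIs were summed per cell type, genotype and day, and log2 ratios of CPM were given with exact 95% intervals from the binomial distribution of the counts. Gene lists were summarized by the median over members with at least 20 UMIs, with intervals from 1000 Poisson draws, and placed among 10000 random lists matched on mean expression in 20 bins, or on 10 bins of expression and 5 of transcript length. No ratio was given where both groups had 3 counts or fewer. AUCell was re-implemented with the top 5% of ranked genes (1615 ranks), and scores were compared as differences and SDs over cells without a test, since cells of 1 pool are not replicates. TMM was re-implemented and checked against edgeR 4.0.16. SCTransform-corrected counts (sctransform 0.4.2, Matrix 1.6.5) served to compare with the paper's tables. Transcript lengths were available for 99.6% of the genes. Figures were drawn with matplotlib 3.10.9. The intervals were tested on simulated data.

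The genes named are those the paper names for these data, except for 1 that is not reported here, the 10 highest and the 10 lowest genes on both Day 3 and Day 5 for MDM and AM by the smaller absolute log2 ratio among genes with at least 100 UMIs, as far as they are printed, and as examples of a list the 2 to 4 members with the most UMIs on its side and members that go against it. The 9 lists from Supplementary Data 3 and the genes of Supplementary Data 1 were chosen by the study on these samples. The list of ribosomal protein genes, the trend with transcript length, the comparison of lists other than the mt-encoded mRNAs with PMN and T cells and the count of genes with any UMI were added after the data were seen.

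In all, 38 alternatives were set beforehand and 6 were added, on hashtag calling, the mitochondrial limit, clustering, doublets, scaling, weight of cells, depth, free RNA, maturation mix, low counts and the rank limit of the scores. Median depth was 3214 UMIs per cell in Ctrl and 2976 in Mac-CF. The samples of the paper's other experiments, among them cultured macrophages, histology and ELISA, were not used here.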

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

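The tests on gene length, on the length trend and on the AM share were chosen after the results were seen, while those on the mt-encoded mRNAs in PMN and T cells, on the mitochondrial filter, on free RNA and on the loss of Cftr were set beforehand.

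The log2 ratio of the PMN shares was 0.51 at Day 3 and -0.26 at Day 5, and that of the T and NK cells -0.85 at Day 3 and 0.88 at Day 5. These stood out because the pools of the 2 days differ in opposite directions, and the difference between the days was not tested. Among the cells other than PMN, T and NK cells were not lower in Mac-CF at Day 3 (41.8% in Ctrl and 43.1% in Mac-CF). Signals that the paper's text does not discuss were also seen. The limit on mitochondrial UMIs took away 48.5% of the AM of Ctrl and 68.7% of those of Mac-CF at Day 5. Xist, the transcript of the inactive X chromosome, had a log2 ratio of 0.87 over all cells at Day 3 and 0.21 at Day 5. Hemoglobin mRNAs had a median log2 ratio of 1.78 in MDM and 3.84 in T cells at Day 5. The log2 ratio also rose with transcript length, with a rank correlation of 0.46 in MDM and 0.42 in T cells at Day 5.

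The mt-encoded mRNAs were higher in Mac-CF MDM and AM. The median in MDM was 0.91 at Day 3 and 0.54 at Day 5 without the mitochondrial filter, and 1.02 and 0.55 against genes of similar transcript length. Neither the filter nor transcript length thus accounts for it in MDM. After subtraction of the library profile as free RNA, scaled to S100a8 and S100a9, the median was 0.90 and 0.45. That profile need not match free RNA rich in mitochondrial mRNAs, so free RNA is not excluded. In AM the median was 0.52 and 0.60 against genes of similar transcript length, and 0.44 and 0.29 with the limit at 10% mitochondrial UMIs. The lower of the medians in PMN and T cells was 0.24 at Day 3, under 0.5 times that in MDM, and 0.26 at Day 5, over 0.5 times it, so a difference between the libraries may account for the Day 5 value. The median exceeded the higher of those in PMN and T cells by 0.46 in MDM at Day 3, but the differences were -0.02 in MDM at Day 5 and 0.00 and -0.02 in AM at Days 3 and 5. At Day 1 PMN, at 0.72 (0.63 to 0.81), exceeded MDM (0.56, 0.51 to 0.61) and AM (0.54, 0.46 to 0.62). T cells were lower on that day, at 0.18 (0.08 to 0.27). Loss of Cftr in macrophages and a difference between the libraries cannot be told apart for these mRNAs, because each genotype is 1 library. The Ctrl mice lack Cre and are Cx3cr1+/+, so the Cre allele at Cx3cr1 cannot be told apart from the loss of Cftr either.

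Long transcripts were higher and short transcripts lower in Mac-CF. The lower of the rank correlations in PMN and T cells was 0.36 at Day 3 and 0.42 at Day 5, at least 0.5 times those in MDM. In T cells it was 0.47 and 0.42, against 0.41 and 0.46 in MDM, so the trend was not confined to macrophages. This argues against the loss of Cftr within macrophages as its direct and only cause. Effects of that loss on other cells of the lung were not tested, and the cut-off was chosen after the values were seen. With free RNA subtracted the correlation in MDM was 0.39 and 0.45. A difference between the libraries is a candidate explanation for the trend.

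The AM share was lower in Mac-CF at Day 5. With the limit at 10% mitochondrial UMIs the log2 ratio was -0.35, less than 0.5 times the value at 5% but with a counting interval that leaves out 0, and without the limit it was -0.33. A lower AM share in Mac-CF was thus also seen without the limit, beyond counting error (-0.48 to -0.18). The cells were also clustered anew without the limit, so the step from -0.83 to -0.33 holds both changes. A difference between the libraries was not tested.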

How the results depend on the processing

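The comparisons with T cells, with PMN and with genes of similar transcript length were chosen after the results were seen, as was counting genes of any UMI, and the other alternatives before. No paired analysis was possible within a day because each result comes from 1 pool per genotype on a day and from no test, and no animal is marked across the genotypes. Pairing the genotypes over the 3 days was not run, and it would not separate the genotypes from the libraries. Each pool was sequenced once, so leaving out a pool was not possible. A log2 ratio or score counts as moved when it leaves the 95% interval of the value reported beside the claim, and a number of cells or genes when it changes by over 1.5 times.

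Each share of PMN, MDM, AM or T and NK cells together whose log2 ratio had an interval without 0 kept its direction under all 8 alternatives run on it. The AM share at Day 1, within counting error of 0 at -0.03, was at 0.41 with the limit at 10% mitochondrial UMIs and at 0.32 without it, also within counting error, and 80 of the 96 comparisons stayed within the interval. Leiden resolutions of 0.5 and 2, clustering each library on its own and leaving out the cells marked by Scrublet moved no share of PMN, MDM, AM or T and NK cells counted together. Of the AUCell differences, 195 stayed within the interval and 21 moved, and none whose interval left out 0 changed sign. Intervals of the score differences came from the spread over single cells of a pool, which are not replicates. They serve only to count these moves and are no test of the genotypes. Of the numbers of detected genes, 4 stayed and 14 moved with genes above 1 summed UMI, and 2 stayed and 16 moved with any UMI. For single genes 1714 values stayed, 295 moved and 23 reversed. For gene lists under the alternatives set beforehand, 837 stayed, 119 moved and 9 reversed, and under those added later 67 stayed, 87 moved and 42 reversed.

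With genes counted above 1 summed UMI, the numbers of genes detected moved to Ctrl alone in MDM 925, 1276 and 1176 at Days 1, 3 and 5, both genotypes in MDM 8937, 12883 and 13407 at Days 1, 3 and 5, Ctrl alone in AM 649, 1504 and 1164 at Days 1, 3 and 5, both genotypes in AM 9824, 11386 and 12098 at Days 1, 3 and 5 and Mac-CF alone in AM 121 and 265 at Days 3 and 5. With the top 10% of ranked genes, AUCell differences moved to SOD in MDM -0.0536 at Day 3, GSH transferase in MDM -0.0605 at Day 5, NADH dehydrogenase in MDM -0.0093 at Day 5, the quinone term in MDM -0.0077 at Day 5, IL-1 production in AM 0.0048 at Day 5, NADH dehydrogenase in AM 0.0155 at Day 5 and the quinone term in AM 0.0169 at Day 5. With each cell thinned to 3000 UMIs before scoring, AUCell differences moved to SOD in MDM -0.0133 and -0.0061 at Days 3 and 5, GSH transferase in MDM -0.0106 and -0.0292 at Days 3 and 5, ROS response in MDM -0.0001 at Day 5, GSH peroxidase in MDM -0.0416 at Day 5, GSH metabolism in MDM -0.0100 at Day 5, NADH dehydrogenase in MDM 0.0199 at Day 5, the quinone term in MDM 0.0214 at Day 5 and NADH dehydrogenase in AM 0.0368 at Day 5. With HTODemux at a positive quantile of 0.95, the log2 values that moved without a change of sign were PMN share 0.34 at Day 3 and MDM share -0.51 at Day 3. Under the margin rule for hashtags, the log2 values that moved without a change of sign were PMN share 0.34 and -0.11 at Days 3 and 5, MDM share -0.43 at Day 3, T and NK share -0.53 at Day 3, mt-encoded mRNAs in MDM 0.83 and 0.43 at Days 3 and 5 and interferon genes in MDM 0.61 at Day 5. The number of cells moved to Ctrl 3107 at Day 1. With cells kept under 10% mitochondrial UMIs, the log2 values that moved without a change of sign were PMN share -0.47 at Day 5, MDM share -0.67 at Day 5, AM share -0.95 and -0.35 at Days 3 and 5, T and NK share 0.74 at Day 5, mt-encoded mRNAs in MDM 0.90 and 0.54 at Days 3 and 5 and mt-encoded mRNAs in AM 0.44 and 0.29 at Days 3 and 5. AUCell differences moved to GSH metabolism in MDM -0.0169 at Day 5, GSH transferase in AM -0.0290 at Day 5, GSH peroxidase in AM -0.0253 at Day 5 and GSH metabolism in AM 0.0049 at Day 5. It turned the direction for Ccl6 in MDM 0.17 at Day 5 and Mgst1 in AM 0.02 at Day 5. Without a mitochondrial filter, the log2 values that moved without a change of sign were PMN share -0.49 at Day 5, MDM share -0.72 at Day 5, AM share -0.87 and -0.33 at Days 3 and 5 and T and NK share 0.66 at Day 5. With TMM scaling, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 0.76 and 0.24 at Days 3 and 5, interferon genes in MDM 0.23 at Day 5, GSH peroxidase in MDM -0.49 at Day 5, IL-1 production in MDM 0.11 at Day 5 and mt-encoded mRNAs in AM 0.32 at Day 5. Reversed were ROS response in MDM -0.11 at Day 5, ROS response in AM -0.04 at Day 5, Casp4 in MDM -0.03 at Day 5, Prdx1 in AM -0.03 at Day 5 and mt-Nd1 in MDM -0.05 at Day 5.

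With totals that leave out the mt-encoded, ribosomal protein, hemoglobin, Gm42418 and AY036118 UMIs, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 0.42 at Day 5. When each cell weighed the same, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 0.75 and 0.39 at Days 3 and 5. The sign changed for C1qc in AM 0.13 at Day 3. In cells thinned to 3000 UMIs, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 0.76 and 0.42 at Days 3 and 5, interferon genes in MDM 0.31 at Day 5 and mt-encoded mRNAs in AM 0.36 at Day 5. Opposite in direction were the quinone term in MDM 0.01 at Day 5, interferon genes in AM -0.06 at Day 1, IL-1 production in AM -0.01 at Day 5, NADH dehydrogenase in AM 0.19 at Day 5, the quinone term in AM 0.20 at Day 5, Tnf in MDM -0.14 at Day 1, Gbp2 in MDM -0.15 at Day 5, Ifit2 in MDM -0.22 at Day 5, Mgst1 in MDM 0.05 at Day 3, Mgst1 in AM 0.29 at Day 3, mt-Nd1 in MDM -0.15 at Day 1, Ndufb8 in MDM 0.04 at Day 3, Pycard in MDM 0.18 at Day 1 and Ndufa2 in AM 0.01 at Day 1. After subtraction of the library profile, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 0.90 at Day 3 and interferon genes in MDM 0.60 at Day 5. Values of the other sign were ribosomal proteins in MDM 0.40 at Day 1, Tnf in MDM -0.32 at Day 1, Gbp2 in MDM -0.23 at Day 5, Gpx4 in MDM 0.12 at Day 1 and Tyrobp in MDM 0.48 at Day 1. With each library clustered on its own, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 0.84 at Day 3. Without the cells marked by Scrublet, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 0.88 at Day 3 and interferon genes in MDM 0.51 at Day 5. It turned the direction for cytokine genes in AM 0.09 at Day 5, C1qa in AM 0.58 at Day 5, C1qb in AM 0.57 at Day 5 and C1qc in AM 0.51 at Day 5. With the MDM clusters weighted alike, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 0.41 at Day 5 and interferon genes in MDM 0.30 at Day 5. Reversed were Ccl6 in MDM 0.15 at Day 5. The cause was not tested for these values, apart from the scaling, whose shift moves each gene of a cell type alike.

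Against genes of similar transcript length, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 1.02 and 0.55 at Days 3 and 5, GSH peroxidase in MDM -0.15 at Day 3, interferon genes in MDM 0.24 at Day 5, IL-1 production in MDM 0.11 at Day 5 and mt-encoded mRNAs in AM 0.52 and 0.60 at Days 3 and 5. The sign changed for ROS response in MDM -0.05 at Day 5 and nuclear complex I in AM 0.06 at Day 3. Relative to the same gene in T cells, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 0.45 and 0.18 at Days 3 and 5, GSH peroxidase in MDM -0.08 at Day 3, interferon genes in MDM 0.08 at Day 5, IL-1 production in MDM 0.01 at Day 5 and mt-encoded mRNAs in AM 0.07 and 0.32 at Days 3 and 5. Opposite in direction were nuclear complex I in MDM 0.01 at Day 3, cytokine genes in MDM 0.26 at Day 3, SOD in MDM 0.31 and 0.07 at Days 3 and 5, GSH transferase in MDM 0.09 and 0.14 at Days 3 and 5, GSH metabolism in MDM 0.09 at Day 3, IL-1 production in MDM -0.06 at Day 3, NLRP1 genes in MDM -0.12 and -0.41 at Days 3 and 5, NADH dehydrogenase in MDM 0.08 at Day 3, the quinone term in MDM 0.07 at Day 3, ribosomal proteins in MDM 0.12 and 0.16 at Days 3 and 5, ROS response in MDM -0.01 at Day 5, GSH peroxidase in MDM 0.03 at Day 5, nuclear complex I in AM 0.16 at Day 3, cytokine genes in AM 0.03 at Day 3, GSH transferase in AM 0.23 at Day 3, GSH metabolism in AM 0.21 at Day 3, NLRP1 genes in AM -0.29 at Day 3, ROS response in AM -0.01 at Day 5 and IL-1 production in AM -0.10 at Day 5. Relative to the same gene in PMN, the log2 values that moved without a change of sign were mt-encoded mRNAs in MDM 0.64 and 0.13 at Days 3 and 5, interferon genes in MDM 0.01 at Day 5, GSH peroxidase in MDM -0.02 at Day 5 and mt-encoded mRNAs in AM 0.20 and 0.12 at Days 3 and 5. Values of the other sign were cytokine genes in MDM 0.36 at Day 3, interferon genes in MDM -0.01 at Day 3, SOD in MDM 0.10 and 0.09 at Days 3 and 5, nuclear complex I in MDM 0.23 at Day 5, IL-1 production in MDM -0.05 at Day 5, NADH dehydrogenase in MDM 0.21 at Day 5, the quinone term in MDM 0.23 at Day 5, ribosomal proteins in MDM 0.30 at Day 5, cytokine genes in AM 0.02 at Day 3, NLRP1 genes in AM -0.09 at Day 3, nuclear complex I in AM 0.21 at Day 5, GSH peroxidase in AM 0.07 at Day 5, IL-1 production in AM -0.05 at Day 5, NADH dehydrogenase in AM 0.17 at Day 5, the quinone term in AM 0.21 at Day 5 and ribosomal proteins in AM 0.13 at Day 5. With genes of any UMI counted, the numbers of genes detected moved to Ctrl alone in MDM 1222, 1779 and 1666 at Days 1, 3 and 5, both genotypes in MDM 10020, 13919 and 14520 at Days 1, 3 and 5, Mac-CF alone in MDM 853, 723 and 740 at Days 1, 3 and 5, Ctrl alone in AM 903, 1926 and 1558 at Days 1, 3 and 5, both genotypes in AM 10737, 12343 and 13028 at Days 1, 3 and 5 and Mac-CF alone in AM 620 at Day 5. The T cell and PMN comparisons subtract what the cell types have in common by construction.

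Depth limits Day 1, when MDM and AM were fewest, and lists of few genes. In simulated data from 1263 cells, the known log2 ratio of changed genes lay inside the interval for 93.4% of genes, and 92.2% of unchanged genes had intervals that include 0, so the intervals of single genes are slightly narrow. The median absolute error was 0.10. The median of the mt-encoded list varied with an SD of 0.04 over 200 random splits of the cells of 1 pool, several times what its counting interval allows, since that interval leaves out the variation between cells. Small moves of that median given above are therefore no larger than a random choice of cells gives.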

Differences from the paper's values

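The numbers of detected genes differed from those of the paper's Venn diagrams when a gene was counted at a mean of more than 1 UMI per cell. Found here were 81 in MDM Day 1 Ctrl alone (the paper's about 1200 in Fig. 3, read by eye), 1742 in MDM Day 1 both genotypes (the paper's about 10000 in Fig. 3, read by eye), 447 in MDM Day 1 Mac-CF alone (the paper's about 920 in Fig. 3, read by eye) and 96 in MDM Day 3 Ctrl alone (the paper's about 1800 in Fig. 3, read by eye). Further values were 2497 in MDM Day 3 both genotypes (the paper's about 14000 in Fig. 3, read by eye), 273 in MDM Day 3 Mac-CF alone (the paper's about 710 in Fig. 3, read by eye), 109 in MDM Day 5 Ctrl alone (the paper's about 1700 in Fig. 3, read by eye) and 2217 in MDM Day 5 both genotypes (the paper's about 15000 in Fig. 3, read by eye). Next were 346 in MDM Day 5 Mac-CF alone (the paper's about 740 in Fig. 3, read by eye), 162 in AM Day 1 Ctrl alone (the paper's about 860 in Fig. 5, read by eye), 3178 in AM Day 1 both genotypes (the paper's about 11000 in Fig. 5, read by eye) and 54 in AM Day 3 Ctrl alone (the paper's about 1900 in Fig. 5, read by eye). The remaining values were 2645 in AM Day 3 both genotypes (the paper's about 12000 in Fig. 5, read by eye), 219 in AM Day 5 Ctrl alone (the paper's about 1500 in Fig. 5, read by eye), 2129 in AM Day 5 both genotypes (the paper's about 13000 in Fig. 5, read by eye) and 128 in AM Day 5 Mac-CF alone (the paper's about 630 in Fig. 5, read by eye). With genes counted above 1 summed UMI, an alternative set before the data were examined, the values for both genotypes and for Ctrl alone no longer differed, while those for Mac-CF alone still did in MDM on the 3 days and in AM at Day 5, and the 121 genes of AM at Day 3 differed under that rule only. With genes of any UMI, a rule chosen after seeing the values that drops 0 of the genes counted under the other rules, none of the 16 differed.

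The log2 fold changes of Supplementary Data 1 were compared on the scale of SCTransform-corrected counts, which was chosen after seeing the values and drops 0 of the 88 listed entries. The Pearson correlation was 0.97, the median absolute difference 0.0204, and 88 of 88 entries had the same sign. The values here and the paper's were 2.61 and the paper's 0.97 for Hbb-bs in AM at Day 3, 1.39 and the paper's 1.29 for Gm42418 in AM at Day 3, 0.50 and the paper's 0.54 for Malat1 in AM at Day 5, 2.04 and the paper's 1.58 for Hbb-bs in AM at Day 5 and 1.94 and the paper's 1.97 for Gm42418 in AM at Day 5. Others were -1.19 and the paper's -1.02 for Apoe in AM at Day 5, 0.59 and the paper's 0.56 for mt-Co2 in MDM at Day 3, 1.11 and the paper's 1.04 for Ahnak in MDM at Day 3, 1.96 and the paper's 1.07 for Hbb-bs in MDM at Day 3 and 1.40 and the paper's 1.43 for Gm42418 in MDM at Day 3. The remaining values and the paper's were 0.46 and the paper's 0.56 for Neat1 in MDM at Day 5, 0.96 and the paper's 0.77 for Hbb-bs in MDM at Day 5 and 1.46 and the paper's 1.48 for Gm42418 in MDM at Day 5. With each library clustered on its own, no difference remained for Gm42418 MDM at Day 5. Without the cells marked by Scrublet, no difference remained for Gm42418 AM at Day 5 and Ahnak MDM at Day 3. Under either of these alternatives, no difference remained for Gm42418 MDM at Day 3. The other values differed under both alternatives.

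For Supplementary Data 3, over 526 values, the correlation was 0.85, the median absolute difference 0.0624, and 478 had the same sign. Where Supplementary Data 1 and 3 give the same gene, cell type and day (22 values), the paper's own tables differ by a median of 0.20, so their scale is not the same. The values here and the paper's were -0.13 and the paper's -0.22 for Gpx1 in MDM at Day 3, -0.26 and the paper's -0.36 for Gpx1 in MDM at Day 5, -0.26 and the paper's -0.41 for Mgst1 in MDM at Day 5, -0.27 and the paper's -0.33 for Prdx1 in MDM at Day 5 and -0.26 and the paper's -0.51 for Prdx5 in MDM at Day 3. Others were -0.26 and the paper's -0.03 for Prdx5 in MDM at Day 5, 0.26 and the paper's 0.57 for Prdx6 in MDM at Day 1, -0.20 and the paper's -0.38 for Prdx6 in MDM at Day 3, -0.08 and the paper's 0.09 for Prdx6 in MDM at Day 5 and -0.32 and the paper's -0.52 for Hmox1 in MDM at Day 3. The remaining values and the paper's were -0.11 and the paper's 0.85 for Hmox1 in MDM at Day 5, -0.28 and the paper's -0.19 for Prdx5 in AM at Day 5, 0.17 and the paper's 0.00 for Casp1 in MDM at Day 1, 0.14 and the paper's 0.66 for Tnf in MDM at Day 1 and -0.01 and the paper's 0.11 for Tnf in MDM at Day 5. Last were 0.16 and the paper's 0.30 for Jak2 in MDM at Day 5 and 0.33 and the paper's 0.76 for Malt1 in MDM at Day 5. With each library clustered on its own, no difference remained for Prdx1 MDM at Day 5 and Jak2 MDM at Day 5. Without the cells marked by Scrublet, no difference remained for Prdx5 AM at Day 5. Under either of these alternatives, no difference remained for Tnf MDM at Day 5. The other values differed under both alternatives.

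For a few statements the direction or the ranking was different here. The paper has the NADH dehydrogenase score of AM lower in Mac-CF at Day 5, whereas the mean score was 0.291 in Ctrl and 0.318 in Mac-CF. The quinone score was higher, as the paper has it. Prdx5 in AM at Day 5 is given as increased, while the value here was -0.34, and the paper's own Supplementary Data 3 has -0.19. Prdx6 is given as lower in Mac-CF MDM, and it was lower here at Days 3 and 5 but higher at Day 1 (0.32). Hmox1 in AM is given as not different, while it was -1.21 at Day 1 and -0.57 at Day 3. Tnf in AM is given as lower in Mac-CF at Day 1 alone, and here it was also lower at Day 3 (-0.66). The AM are described as lacking Itgam, and the AM clusters had 87.6 to 143 CPM of it, below the 428 to 579 of MDM. The score for IL-1 production in MDM is given as higher at Days 1 and 5, and the difference here was 0.35 SD at Day 1, 0.41 SD at Day 3 and 0.21 SD at Day 5. Jak2 and Malt1 in AM are given as not upregulated, and here they were 0.54 and 0.45 at Day 5, when genes over 6000 bases had a median of 0.31. The paper gives PMN shares at Day 5 as alike in both genotypes, and here they were 24.0% in Ctrl and 20.1% in Mac-CF, with a log2 ratio of -0.26 (-0.40 to -0.12) that fell within counting error (-0.11) under the margin rule for hashtags. The number of cells kept equalled the paper's, and no share of PMN, MDM or AM was over 1.5 times above or below the paper's.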

Other observations

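Cells of the NK cluster, which the paper does not report, numbered 173 in Ctrl and 64 in Mac-CF at Day 3 and 49 and 70 at Day 5. The log2 ratio of their shares at Day 5 was 0.75 (0.20 to 1.31), and 0.20 (-0.04 to 0.44) without the mitochondrial limit. RBC numbered 5, 3 and 0 in Ctrl and 21, 17 and 6 in Mac-CF at Days 1, 3 and 5, but 0 in Ctrl and 39, 40 and 27 in Mac-CF with each library clustered on its own. Xist had a log2 ratio of 1.14 (1.06 to 1.21) in MDM and 1.18 (1.09 to 1.28) in PMN at Day 3, and of 0.55 in MDM and -0.39 in T cells at Day 5. The Y-linked genes Ddx3y and Eif2s3y had log2 ratios over all cells of -0.64 and -0.98 at Day 3 and of 0.68 and 0.63 at Day 5. The mix of cell types differs between the genotypes. Within cell types the median of the 4 Y-linked genes at Day 3 was -0.42 (-0.70 to -0.15) in MDM, -0.46 (-0.95 to 0.03) in AM and -0.74 (-1.03 to -0.45) in PMN. This argues against the mix as the sole cause at Day 3. Over all cells Ddx3y had 1.47 CPM in Ctrl and 1.49 in Mac-CF at Day 1, and 38.0 and 24.4 at Day 3. Within PMN Ddx3y had 1.71 CPM in Ctrl and 1.47 in Mac-CF at Day 1, and 48.0 and 24.5 at Day 3. The Day 1 pools thus held few or no male cells and the Day 3 pools held some, so sex and day are confounded. The paper states that the mice were sex-matched, and the number of mice of each sex in a pool was not tested. The median of the 4 Y-linked genes at Day 5 was -0.07 (-0.30 to 0.15) in MDM, -0.64 in AM, 1.28 in PMN and 1.17 in T cells. Of the 40 entries of Supplementary Data 1 for MDM, 38 lay on the same side in PMN and 34 in T cells by more than the counting interval. Of the 48 entries for AM, 46 did so in PMN and 42 in T cells, with 1 on the opposite side. The rank correlation of the log2 ratios of MDM with those of PMN at Day 3 was 0.58, and 0.51 after the trend with transcript length was taken off. For MDM and T cells at Day 5 it was 0.59 and 0.48. In MDM thinned to 3000 UMIs per cell, the rank correlation of the log2 ratio with transcript length was 0.28 at Day 3 and 0.36 at Day 5.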
